# Gene Expression Profiling of Peri-Implant Healing of PLGA-Li^+^ Implants Suggests an Activated Wnt Signaling Pathway *In Vivo*

**DOI:** 10.1371/journal.pone.0102597

**Published:** 2014-07-21

**Authors:** Anna Thorfve, Anna Bergstrand, Karin Ekström, Anders Lindahl, Peter Thomsen, Anette Larsson, Pentti Tengvall

## Abstract

Bone development and regeneration is associated with the Wnt signaling pathway that, according to literature, can be modulated by lithium ions (Li^+^). The aim of this study was to evaluate the gene expression profile during peri-implant healing of poly(lactic-co-glycolic acid) (PLGA) implants with incorporated Li^+^, while PLGA without Li^+^ was used as control, and a special attention was then paid to the Wnt signaling pathway. The implants were inserted in rat tibia for 7 or 28 days and the gene expression profile was investigated using a genome-wide microarray analysis. The results were verified by qPCR and immunohistochemistry. Histomorphometry was used to evaluate the possible effect of Li^+^ on bone regeneration. The microarray analysis revealed a large number of significantly differentially regulated genes over time within the two implant groups. The Wnt signaling pathway was significantly affected by Li^+^, with approximately 34% of all Wnt-related markers regulated over time, compared to 22% for non-Li^+^ containing (control; Ctrl) implants. Functional cluster analysis indicated skeletal system morphogenesis, cartilage development and condensation as related to Li^+^. The downstream Wnt target gene, *FOSL1*, and the extracellular protein-encoding gene, *ASPN*, were significantly upregulated by Li^+^ compared with Ctrl. The presence of β-catenin, FOSL1 and ASPN positive cells was confirmed around implants of both groups. Interestingly, a significantly reduced bone area was observed over time around both implant groups. The presence of periostin and calcitonin receptor-positive cells was observed at both time points. This study is to the best of the authors' knowledge the first report evaluating the effect of a local release of Li^+^ from PLGA at the fracture site. The present study shows that during the current time frame and with the present dose of Li^+^ in PLGA implants, Li^+^ is not an enhancer of early bone growth, although it affects the Wnt signaling pathway.

## Introduction

Orthopedic and dental implant therapies have evolved into important treatments for deranged joints and lost teeth or to provide fixation of bone in the case of fractures. Osteogenesis, i.e. the differentiation of mesenchymal stem cells (MSCs) into mature osteoblasts is essential in bone growth, fracture healing and osseointegration. The hallmarks of osteogenesis around implants are increased alkaline phosphatase (ALP) activity and the formation of a calcium-rich mineralized extracellular matrix (ECM). This contains bone-related proteins, such as type I collagen (COL1), osteocalcin (OCN), bone sialoprotein (BSP) and osteopontin (OPN)[1]. The runt-related transcription factor 2 (RUNX2) is indicated as the master switch in osteogenesis, although other factors, such as the canonical Wnt signaling pathway are pivotal for the guidance of MSCs into the osteoblastic lineage and bone homeostasis[2], [3]. The canonical Wnt signaling pathway involves several Wnt proteins that, upon activation, bind to receptors frizzled (FZD) and co-receptor LDL-related proteins 5/6 (LRP5/6). This interaction initiates a signaling cascade that leads to the inactivation of the β-catenin (CTNNB1) degradation complex, consisting of AXIN, adenomatous polyposis coli (APC), casein kinase I (CK1) and glycogen synthase kinase 3b (GSK-3β). The intracellular β-catenin concentrations then become stabilized, translocated into the nucleus and activate the transcription of downstream canonical Wnt-related genes. The non-canonical pathways, which function independently of β-catenin, are less well studied but attract increasing interest. Recent studies suggests the FZD9 receptor as a positive regulator of both intramembranous and endochondral ossification during fracture healing via the non-canonical pathways[4], [5], although the canonical Wnt signaling pathway is implicated as the dominant mechanism in bone biology. The critical role of Wnt signaling is well recognized, not only during embryonic bone formation, post-natal bone homeostasis and regeneration but also for osseointegration of implants[6]–[8]. Of several ways to modulate the Wnt signaling pathway, lithium ions (Li^+^) are often regarded as the simplest activator[9], [10]. Oral Li^+^ treatment, widely used as stabilizer in bipolar and depressive disorders, is reported to activate the canonical Wnt signaling pathway via the inhibition of the β-catenin degradation enzyme, GSK-3β[11], [12]. Previous studies indicated that Li^+^ induces increased bone formation and bone mass in mice, as well as reduce the risk of fractures in patients on Li^+^ treatment[13], [14]. However, due to the fact that Li^+^ has a narrow therapeutic index and the therapy is associated with multiple side-effects[11], it would be beneficial in biomaterial applications to enhance bone regeneration via a local release of Li^+^ from bioactive degradable materials. The objective of the present study was to incorporate Li^+^ into poly(lactic-co-glycolic acid) (PLGA) implants, to monitor the local release of Li^+^ and to evaluate the local biological effects by gene expression, immunohistochemistry, histology and histomorphometry in a rat tibia model. PLGA is a biodegradable co-polymer that is widely used in pharmaceutics as a controlled drug delivery system[15] and it has evolved into a frequently used synthetic polymer within the field of bone regeneration[16]. One reason for its widespread use is its biodegradability and biocompatibility. In the presence of water, PLGA degrades via hydrolysis into lactic and glycolic acids, natural compounds that are metabolized and excreted as carbon dioxide and water[16], [17]. PLGA is in clinical use since decades and its biosafety is proven in many medical applications[16], [18]. It has been used as a carrier for the delivery of osteogenic factors for cell adhesion, differentiation and improved bone regeneration, as pure PLGA implants or in combination with hydroxyapatite (HA) to obtain an improved mechanical strength[19]–[23]. To study the effect of Li^+^, the ions have previously been incorporated into various materials or added directly to cell culture media[24]–[27]. However, there is no previous study using Li^+^-PLGA implants with the aim to modulate the Wnt signaling pathway *in vivo*. In order to fully investigate the underlying cellular and molecular mechanisms of peri-implant healing within this context, we performed a genome-wide microarray analysis, followed by validation of selected results by qPCR, in combination with a histomorphometric evaluation. Previous works used gene expression profiling during *in vivo* bone healing, with or without implants[28]–[32], but this is to the best of the authors' knowledge, the first *in vivo* study to evaluate the bone healing aspects in the vicinity of Li^+^-containing PLGA implants. We were able to show that the present dose of Li^+^ activates the Wnt signaling pathway but is not an inducer of early bone growth. In addition to providing insights into Wnt signaling during peri-implant healing around bone-anchored implants, this study shows that a local release of Li^+^ at the fracture site can be used to modulate bone cell signaling but needs further optimization in order to induce early bone growth.

## Materials and Methods

### Li^+^-PLGA implant fabrication, characterization and Li^+^ release profile

Lithium salt containing plug-shaped samples and control samples made of sodium salt were prepared as follows. 10 g of lithium carbonate (Sigma Aldrich, St. Louis, MO, USA) or sodium carbonate salts (Sigma Aldrich) were ground manually with a mortar and pestle. The ground powder was transferred to and sieved through a set of sieves with sizes 45–180 µm at maximum amplitude for 5 minutes using a vibratory sieve shaker (Rietsch, Germany). A batch of 10 g lithium carbonate or sodium carbonate salt generated a 45–90 µm sieve fraction of about 2 g salt. The ground and sieved salts were mixed with 50∶50 PLGA powder, MW 24,000–38,000 (Sigma Aldrich) at a 1∶10 ratio (w/w), hot-melt pressed at 100°C and pre-pelletized. The PLGA pellets with included salt were repeatedly fed into a HAAKE MiniLab rheometer (Thermo Scientific, Rockford, IL, USA), at 100°C, speed 60 l/min, and extruded through a die with a diameter of 1.6 mm. The strains were cut and heat-molded to form a plug with dimensions: d_head_ = 3.5 mm, d_shank_ = 1.8–2.0 mm, l_tot_ = 3.2 mm, h = 1.0 mm. The weight of a plug was typically 17 mg. The salt containing PLGA sample plugs will henceforth be designated Li^+^ and Ctrl implant, respectively.

### Scanning Electron Microscopy

The internal pore structure, morphology and porosity of the cross-sectioned implants were characterized by a field emission scanning electron microscope (SEM, Leo Ultra 55 FEG SEM, Leo Electron Microscopy Ltd, Cambridge, UK) at 3 kV. The implants that had undergone ion release experiments (day 0–28; see below) were embedded in plastic resin (LR White; Sigma-Aldrich) and polymerized prior to cutting along the long axis of the implant, sputter-coated with gold before analysis and visualized using the in-lens detection mode.

### TOF-SIMS Imaging

The chemical characterization of the implants was performed with time-of-flight secondary ion mass spectrometry (TOF-SIMS, TOF-SIMS IV, ION-TOF GmbH, Münster, Germany), using a primary ion beam of 25 keV Bi^3+^ ions. The specimens were embedded in plastic resin (as described above). A thin section was prepared by cutting and grinding to achieve a final thickness of 10–20 µm and the samples were cleaned in N_2_ gas before analysis. In order to evaluate the Li^+^ distribution in the implant during *in vitro* degradation, stage scan imaging of positive ions was performed in the bunched mode (PI target current 0.1 pA).

### Li^+^ release *in vitro*

For Li^+^ release profile analysis, PLGA implants with included lithium carbonate salt were submerged in 10 mL PBS buffer, pH 7.2, and agitated at 37°C for 4 weeks on a rotating table. Samples of 1 mL were collected at specified time points and replaced by 1 mL PBS buffer. Li^+^ levels were well below sink conditions throughout the experiment. The amount of released Li^+^ was determined using flame emission spectrometry (iCE 3300 AA Spectrometer, ThermoScientific, Germany), with a detection wavelength of 670.8 nm.

### Ethics Statement

The research described in this study involving animal experiments was approved by the University of Gothenburg's Local Ethical Committee for Laboratory Animals (Dnr: 279–2011).

### Surgical procedure

The implants were sterilized by ultra violet (UV) treatment for 1 hour and endotoxin analysis was performed with *Limulus amebocyte* lysate using a kinetic chromogenic method (Charles River, L′arbresle Cedex, France), and run according to the FDA protocol. All implants showed values below the recommended maximum level of 1.25 endotoxin units (EU) per rat (250 g) (Sahlgrenska Hospital, Gothenburg, Sweden). Thirty-four male Sprague-Dawley rats (390–400 g), fed on a standard pellet diet and water, were anesthetized using a Univentor 400 anesthesia unit (Univentor, Zejtun, Malta) under isoflurane (Isoba Vet, Schering-Plough Uxbridge, England) inhalation (4% with an air flow of 650 mL/min). Anesthesia was maintained by the continuous administration of isoflurane (2.7% with an air flow of 450 mL/min) via a mask, and all efforts were made to minimize suffering. Each rat received analgesic (Temgesic 0.03 mg/kg, Reckitt & Coleman, Hull, Great Britain) subcutaneously prior to implantation and every day postoperatively. After shaving and cleaning (5 mg/mL chlorhexidine in 70% ethanol), the medial aspect of the proximal tibial metaphysis was exposed through an anteromedial skin incision, followed by skin and periosteum reflection with a blunt instrument. After bone preparation with 1.8- and 2.1-mm burrs under profuse irrigation with NaCl 0.9%, 2 implants (one from each implant group) were inserted manually in each rat tibia. The locations of implants were decided using a predetermined schedule, ensuring alteration between the legs and sites. The subcutaneous layer of the wound was closed with resorbable polyglactin sutures (5-0, Vicryl, Ethicon, Johnson & Johnson, Brussels, Belgium) and the skin was closed with transcutaneously placed non-resorbable nylon sutures (4-0, Ethilon, Ethicon, Johnson & Johnson). The animals were allowed free postoperative movement, with food and water *ad libitum*. The retrieval procedure was performed at 7 and 28 days (17 rats at each time point). The rats were sacrificed using an intraperitoneal overdose of sodium pentobarbital (60 mg/mL; ATL Apoteket Production & Laboratories, Sweden) under anesthesia, with a 0.5 mL mixture of pentobarbital (60 mg/mL), sodium chloride and diazepam (1∶1∶2) and cleaned with 5 mg/mL of chlorhexidine in 70% ethanol. After cutting the sutures, an incision of the skin and a reflection of the periosteum were performed. For transcript profiling analyses, peri-implant bone was carefully collected using a 3.8 mm diameter trephine burr and immediately placed in RNA preservation solution and stored at 4°C until analysis. In addition, bone-implant blocks were fixated for subsequent microscopic examination.

### RNA isolation

Bone samples were homogenized in a phenol/guanidine-based Qiazol lysis reagent, using 5-mm stainless steel beads (QIAGEN GmbH, Hilden, Germany) and TissueLyser (QIAGEN). Following the addition of chloroform, the samples were centrifuged at 12,000 g for 15 min and the aqueous phase was used for subsequent RNA extraction. Total RNA from the surrounding bone was extracted using a RNeasy Mini kit (QIAGEN), according to the manufacturer's instructions. DNAse treatment was performed in order to eliminate any contamination from genomic DNA. The quantification and quality assessment of RNA was performed using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and NanoDrop spectrophotometer (Thermo Scientific, Rockford, IL, USA). All samples were of similar RNA quality and integrity (RIN>8).

### Global transcriptional and microarray data analysis

Total RNA (200 ng) from 12 peri-implant bone samples/time point (n = 6 Li^+^; 6 = Ctrl) was subjected to gene expression analysis using the Affymetrix Rat Gene 2.0 ST Array (Affymetrix, Santa Clara, CA, USA), and handled according to the manufacturer's recommendations. Expression data were normalized and summarized using the RMA algorithm implemented in the Affymetrix Expression Console version 1.1.2 software[33]. T-test analyses (paired; Li^+^ vs. Ctrl and unpaired; Li^+^ day 28 vs. 7, Ctrl day 28 vs. 7) were performed on log2-transformed signal values to identify significantly differentially expressed genes between groups, using the TMEV v4.0 software. Expression differences were given as fold changes (FCs); only significantly altered genes that displayed a mean fold change of FC≥1.5 or ≤−1.5 (p<0.05) were selected for further analysis. To further investigate the biology of the differentially regulated genes, the DAVID software tool[34], [35] (http://david.abcc.ncifcrf.gov/) was used to explore their gene ontology (GO) annotations according to biological processes. To identify significantly differentially regulated pathways and specific Wnt signaling-related genes during the peri-implant healing processes, the KEGG pathway database (http://www.genome.jp/kegg/) was used. All significantly regulated genes (p<0.05) obtained from the microarray analysis (no specific FC limit) were included in the gene list. The microarray data discussed in this publication followed MIAME requirements and have been deposited in NCBI's Gene Expression Omnibus (GEO)[36] with the GEO Series accession number GSE54294.

### Quantitative real-time PCR (qPCR) analysis

Briefly, RNA was transcribed to cDNA using a HighCapacity cDNA Reverse Transcription Kit (Life Technologies, Carlsbad, USA), according to the manufacturer's instructions. The instrument, 7900 HT, software and reagents for the real-time qPCR analysis were purchased from Life Technologies. The commercially available assay-on-demand mixes of primers and TaqMan MGB probes (FAM dye-labeled) were used in this study: *ACAN* (Rn00573424_m1), *ASPN* (Rn01757407_m1), *A2M* (Rn00560589_m1), *CXCL2* (Rn00586403_m1), *DKK1* (Rn01501537_m1), *FOSL1* (Rn00564119_m1), *FZD2* (Rn00597004_s1), *LRP5* (Rn01451428_m1), *PRKCA* (Rn01496145_m1), *PRSS34* (Rn01466862_g1) and *SFRP5* (Rn01766277_m1). *18s* (Hs9999901_s1) was used as an endogenous control. cDNA corresponding to 2.5 ng total RNA were analyzed in duplicate for all samples (n = 8). Relative gene expression level (the amount of target, normalized to the endogenous control gene) was calculated using the 2^−ΔΔCt^ method[37] in GenEx Enterprise 5.2.3.13 (MultiD analyses, Gothenburg, Sweden) and expressed as relative quantities normalized to the Ctrl group at 7 days post-surgery, with a given reference value 1.

### Histology and Immunohistochemistry

For histological evaluations, the bone-implant specimens were harvested, PLGA remnants were removed from the defect site and the tissue blocs were fixated in formalin, dehydrated and embedded in paraffin and sectioned (3–5 µm). The sections were subsequently mounted on StarFrost slides (Waldemar Knittel Glasbearbeitungs-GMbH, Braunschweig, Germay) and maintained at 60°C in an oven for 1 h. The sections were either stained with hematoxylin/eosin (HE; Merck KGaA, Darmstadt, Germany) for histological evaluation or processed for immunohistochemical (IHC) staining; the sections were deparaffinized in xylene, hydrated in descending series of ethanol and treated with 3% H_2_O_2_, and antigen retrieval with 10 mM citrate buffer was performed. Slides were blocked with 3% BSA for non-specific antibody binding before incubation with either of primary antibodies from Abcam (Abcam, Cambridge, MA, USA); β-catenin (ab16051), FOSL1 (ab117951), ASPN (ab58741), periostin (ab14041) and calcitonin receptor (ab11042). As negative controls, some tissue samples were incubated without the primary antibody or with isotype controls (data not shown). The primary antibody was visualized using HRP-conjugated secondary antibodies and a Betazoid DAB (3,30-diaminobenzidine) Chromogen kit (Biocare Medical, Concod, CA, USA). All slides were counterstained with Mayer's hematoxylin (Merck KGaA) and examined with light microscopy (Nikon Eclipse E600).

### Histomorphometry

HE-stained sections were used for a blinded quantitative histomorphometric analysis by measuring the bone area (BA) around the implantation site. The BA was measured in the square area extending 500 µm from the implantation/defect site into bone. In order to capture all areas dominated by newly formed bone, the analysis was performed on two separate compartments – Part A (longitudinally with the plug) and Part B (underneath the plug). The analysis was performed at 10× magnification and all specimens were evaluated using light microscopy (Nikon Eclipse E600, Japan).

### Statistics

The statistical analysis was performed with GenEx (MultiD analyses) and SPSS v19 (IBM Corp., Armonk, NY, USA) software. Logarithmic values of the gene-expression data were used for statistical calculations. Statistical significance was determined using Student's t-test (paired; Li^+^ vs. Ctrl and unpaired; Li^+^ day 28 vs. 7, Ctrl day 28 vs. 7). When the normal distribution of the data could not be guaranteed, equivalent non-parametric tests were used. A significant difference was assumed at a p-value of ≤0.05. Unless otherwise stated, the data are expressed as the mean ± standard deviations.

## Results

### *In vitro* characterization of PLGA implants

The aim with incorporation of Li^+^ into PLGA implants was to obtain a locally controlled release of Li^+^ out to the surrounding bone. The *in vitro* implant characterization was performed in order to follow eventual changes in implant morphology upon the Li^+^ release to buffer. The implant surfaces displayed initially a smooth surface with few irregularities and limited presence of visible pores (Fig. 1A). A dense morphology with some irregularities, small pores and cavities were observed at the surface of cross-sectioned, non-submerged Li^+^- and Na^+^-containing (Ctrl) implants (day 0) (Fig. 1B and E, respectively). Larger pores were observed at the bottom part of the Ctrl implant (Fig. 1E), although these were judged as artifacts created during sample preparation. The cross-sections of Li^+^-containing samples submerged for 7 or 28 days in buffer showed large cavities at the outer part of the shaft (Fig. 1C and D, respectively). A similar morphology was observed for the Ctrl samples, although with less porosity after 7 days compared to Li^+^ specimens (Fig. 1F and G, respectively). The cavities on Li^+^-containing implants after 7 days of immersion in PBS were mainly located at the outer part of the shaft, but after 28 days both types of implants showed cavities also in the central part. Due to artifacts created during sample preparation for microscopy analysis, only fragments of Ctrl implant submerged for 28 days could be visualized by SEM, see Figure 1G. The sizes of the cavities increased over time for both implant types. The TOF-SIMS analysis showed the Li^+^ content in Li^+^-containing implants (Fig. 2A) compared to Ctrl implants (Fig. 2B) at day 0. Pores and air bubbles appeared as black circles in the image. Air bubbles were trapped during sample preparation and were mainly found between the implant and the embedding material. The results confirmed the appearance in SEM images, demonstrating increasing porosity with time, starting from the outside and protruding inwards in the shaft region. The total ion content intensity decreased slightly over time, but remained over the complete polymer matrix part of the implant. The Li^+^ ion intensity was, however, most intense at the inner part of the implant shaft (data not shown). Figure 3 shows Li^+^ release from PLGA implants during 0–28 days in PBS buffer, demonstrating a sustained, almost linear release of Li^+^, reaching about 50% of total Li^+^ content at 28 days. (The results further show a tendency towards a slightly lower release rate after 22 days.)

**Figure 1:**
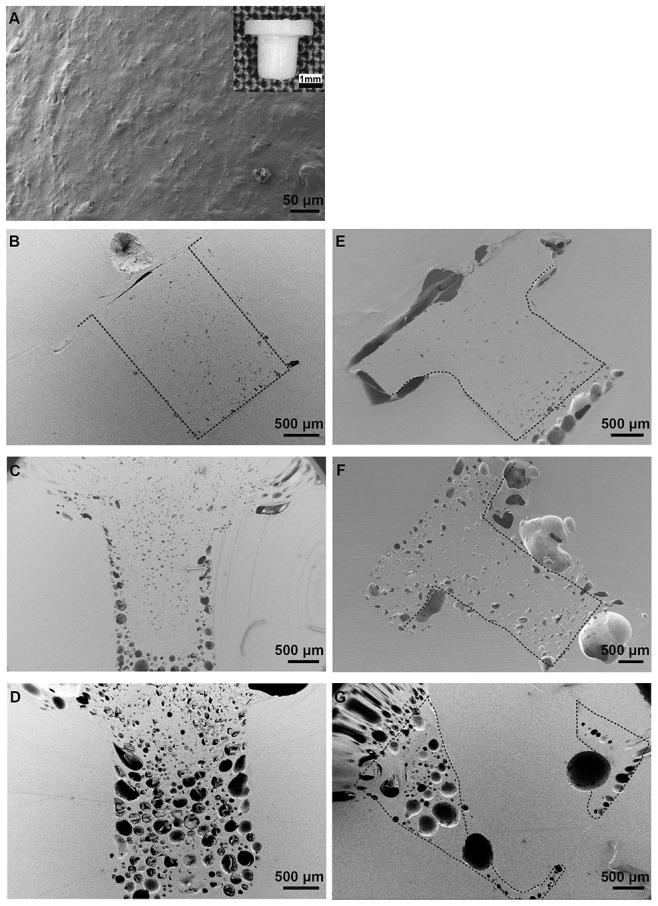
Scanning electron micrographs of PLGA implant cross-sections. SEM images showing surface and cross-sections of PLGA implants exposed to PBS buffer for 0, 7 and 28 days. **A.** Surface of Li^+^- or Na^+^-containing (Ctrl) implants, day 0 and **B.** cross-section of Li^+^-containing and **E.** Ctrl implant not exposed to buffer, day 0. **C.** Cross-sections of Li^+^-containing and **F.** Ctrl implant after submersion (day 7) or **D.** Li^+^-containing and **G.** Ctrl implant day 28 in PBS buffer. Design and surface of plug-shaped PLGA implant, see insert **A**. Implant dimensions; d_head_ = 3.5 mm, d_shank_ = 1.8–2.0 mm, l_tot_ = 3.2 mm, h = 1.0 mm. Pores and air bubbles created during sample preparation for microscopy analysis appeared as black circles in images and were mainly found between the implant and embedding material. The hatched line defines the shape of the plug.

**Figure 2:**
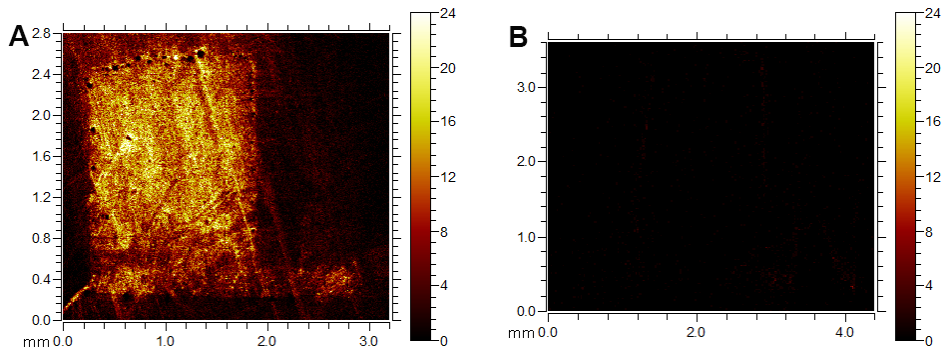
TOF-SIMS ion imaging stage scans of PLGA implants. Images show the Li^+^ intensity (the sum of intensities for the isotopes ^6^Li and ^7^Li) of **A.** Li^+^-containing PLGA implant and **B.** Ctrl implant without Li^+^, at day 0.

**Figure 3:**
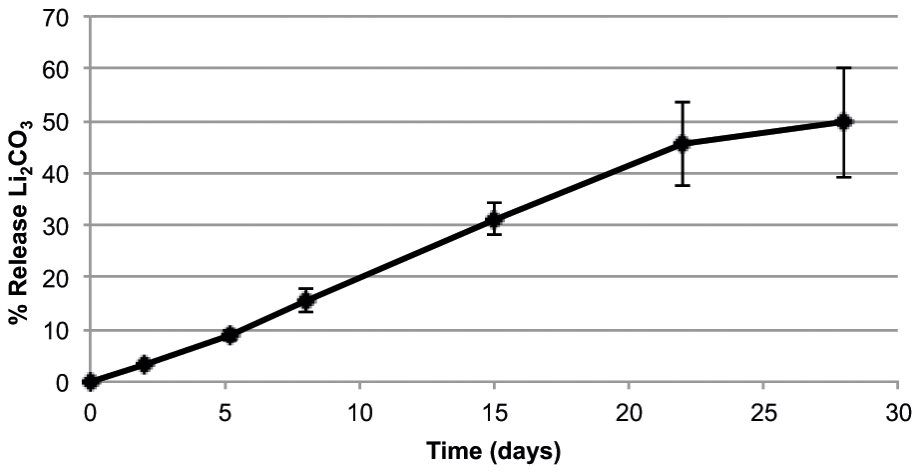
*In vitro* Li^+^ release profile in PBS. Percentage (%) release of Li_2_CO_3_ from PLGA implants (error bars represent the standard deviations, n = 3).

### Microarray analysis

In order to explore the regulatory mechanisms by which the incorporated Li^+^ affected the peri-implant healing, a genome-wide microarray analysis of the peri-implant bone was performed at 7 and 28 days postoperatively, see Table 1. 

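The microarray data came from 12 rats, each with 1 array from a Li+ site and 1 from a Ctrl site, of which 6 were killed at day 7 and 6 at day 28. The RNA of each of these sites was hybridized to its own Affymetrix Rat Gene 2.0 ST array, which gave 24 arrays. The array labels state 6 µg of total RNA and an RNeasy Micro kit, and the Methods state 200 ng and an RNeasy Mini kit. The deposited values are log2 signals per probe set that the authors had normalized between arrays and summarized by RMA. The 190 Affymetrix control probe sets in the table were left out and 36495 were tested, of which 18511 carry a single gene symbol. Li+ was compared with Ctrl within each rat and day 28 with day 7 between rats, by limma. A positive log2 fold change stands for a higher signal with Li+ or at day 28. Whether the change over time differed between the implants was tested as an interaction, with the rat as a block. All p-values were adjusted by Benjamini-Hochberg over the probe sets tested, and 5% of these, the number that chance gives under an unadjusted p of 0.05, is 1825. Genes were grouped into 31 lists written down before the deposited values were examined. The study's own tables, made from these samples, had been seen by then, and several lists follow their pathways or genes. The changes over time of such lists are therefore not independent of the study's results. Each list was compared with the remaining genes by limma's camera at a preset correlation of 0.01. Camera calls are given with their adjusted p at a correlation estimated from the arrays. Over time, camera at the preset correlation called 22 lists in Ctrl and 21 in Li+. Of 100 drawn splits of the arrays of each group, 7 in Ctrl and 11 in Li+ called as many or more. The number of lists called over time therefore does not exclude chance. Single genes that do not pass the adjusted p are given with their values. For some of them an exact permutation test is added, whose smallest possible p is 0.0313 for 6 pairs of arrays and 0.00216 for 6 rats against 6. The number of arrays per group sets the precision of every value.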

A total of 1,042 genes were differentially expressed at day 7 of Li^+^ implant vs. Ctrl and 1,348 genes at the later time point (Tables S1–S2). 

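In bone around the Li+ implants at day 28, Mepe, a matrix protein of osteocytes that restrains mineralization, had a log2 fold change of -0.42 against Ctrl (standard error 0.0547) and was lower in 6 of 6 rats. Mmp12, the elastase of macrophages, had a log2 fold change of 0.53 (standard error 0.103) and Cst6, an inhibitor of cysteine proteases, of 0.33. Folr2, a folate receptor of macrophages, stood at 0.27, the tetraspanin Cd9 at 0.23, the immune receptor Cd300c at 0.21 and the membrane protein Ms4a4a at 0.18, all of them higher in 6 of 6 rats. The adjusted p of each was 0.999 from limma. The genes of this day and of day 7 were picked for the smallest p among probe sets above the median signal, so the same direction in 6 rats restates that choice. At day 7, Emd, the nuclear envelope protein emerin, had a log2 fold change of -0.24 (standard error 0.0585), Map1lc3a, a protein of autophagosomes, of -0.30 and Cnpy3, a chaperone of Toll-like receptors, of -0.26. These genes were lower in 6 of 6 rats, as were Itpripl1 at -0.21, Adprh at -0.21 and Sumf2 at -0.20, all with an adjusted p of 0.985. Without rat 10 the value of Map1lc3a was -0.19. In the opposite direction, Sncg, gamma-synuclein, had a log2 fold change of 0.21 and was higher in 5 of 6 rats, and Rpgr, a protein of cilia, one of 0.24 in 6 of 6 rats. At an adjusted p under 0.05 from limma, 1 probe set differed at day 7, and it fell by 1.85 on the log2 scale with Li+ (standard error 0.100, adjusted p = 0.0014, lower in 6 of 6 rats). It is probe set 17601731, which carries no gene symbol, has a mean log2 signal of 3.68 and was singled out after its value was seen. At day 28 the number at an adjusted p was 0 by limma. The unadjusted p was under 0.05 for 1323 probe sets at day 7 (725 higher, 598 lower) and for 1577 at day 28 (810 higher, 767 lower, or 980 and 607 with the values centered on each array's median), both fewer than 5% of the probe sets. Of 32 splits of the arrays within rats, 25 at day 7 and 20 at day 28 gave as many, and the other splits had medians of 1425 and 1669. The test named in the Methods gave 1391 (662 higher, 729 lower) and 1620 (857 higher, 763 lower) at an unadjusted p and 0 at an adjusted p on both days, so the larger side at day 7 depends on the test.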

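In Ctrl bone, Slc7a11, which imports cystine for glutathione synthesis, fell between days 7 and 28 with a log2 fold change of -1.76 (standard error 0.223, adjusted p = 0.0203). Rab15, a GTPase of endosomes, fell by 1.69 on the log2 scale (adjusted p = 0.0400), the aldo-keto reductase Akr1b8 by 1.21 (adjusted p = 0.0254) and Fxyd2, a subunit of the sodium pump, by 0.99 (adjusted p = 0.00314). Slc2a1, the glucose transporter, fell by 0.98 in Ctrl and by 0.90 in Li+ bone (adjusted p = 0.0273 and 0.0463), and the relaxin receptor Rxfp1 rose by 1.02 in Ctrl (adjusted p = 0.0346). In Li+ bone, Tnn, a tenascin of the bone surface, fell with a log2 fold change of -1.69 (standard error 0.263, adjusted p = 0.0379), Mcpt1, a mast cell protease, with -1.55 (adjusted p = 0.0473) and the secreted protein Angptl2 with -1.19 (adjusted p = 0.0330). Prss29-ps1, a serine protease pseudogene, rose by 1.12 (adjusted p = 0.0463), Lrrc32, a surface protein of platelets and regulatory T cells, by 0.54 (adjusted p = 0.0278) and Ppif, the cyclophilin of mitochondria, by 0.50 (adjusted p = 0.0278). In all, 35 probe sets changed over time in Ctrl bone (5 rose, 30 fell) and 102 in Li+ bone (43 rose, 59 fell) at an adjusted p from limma. At an unadjusted p there were 4145 in Ctrl (2011 higher, 2134 lower at day 28) and 5873 in Li+ (3181 higher, 2692 lower). With the values centered on each array's median, the Ctrl split was 1440 higher and 2684 lower. The test of the Methods gave 1 and 23 at an adjusted p and 4038 and 5797 at an unadjusted p. For the difference between the time courses of the implants, limma gave 0 probe sets at an adjusted p and 1320 at an unadjusted p (661 higher and 659 lower, or 849 and 529 with centered values), and the test of the Methods 0 and 1303. Leaving out 1 rat at a time gave 1 (without rat 21) to 83 (without rat 23) probe sets at an adjusted p in Ctrl and 3 (without rat 4 or rat 29) to 1019 (without rat 28) in Li+. Of 12 such fits in Ctrl, the adjusted call ended in 0 for Fxyd2, 4 for Slc7a11, 7 for Akr1b8, 8 for Rab15, 9 for Rxfp1 and 9 for Slc2a1. In Li+ it ended in 6 for Ppif, 7 for Tnn, Angptl2 and Lrrc32, 9 for Slc2a1 and 10 for Mcpt1 and Prss29-ps1. The Ctrl arrays of rat 10 at day 7 and rat 23 at day 28 correlate least with the others of their groups, and without both rats, a setting chosen after the data were seen, 39 probe sets changed in Ctrl and 11 in Li+ at an adjusted p, and 6745 and 6016 at an unadjusted p. Skeletal muscle genes averaged 4.22, 2.32 and 3.78 log2 units above their mean over all arrays at day 28 in Ctrl rats 23 and 29 and Li+ rat 27, against -0.70 to 0.32 on the other 21 arrays. Without rats 23, 27 and 29, a setting also chosen after the data were seen, 1 probe set changed in Ctrl and 1 in Li+ at an adjusted p, and 2993 and 3246 at an unadjusted p. Both settings drop the Li+ and the Ctrl array of a rat, though only 1 of them correlates least with its group or is high in muscle genes. Calls lost under these settings may therefore reflect fewer arrays.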

The over-time analysis of each implant group showed 3,359 genes differentially regulated in the control group (Ctrl day 28 vs. 7), and 4,752 genes in the Li^+^ group (Li^+^ day 28 vs. 7) (Tables S3–S4). In-depth search for genes fulfilling the search criteria (FC≥1.5 or ≤−1.5) revealed only a few genes (3–5) as differentially regulated by Li^+^ compared with Ctrl (Tables S1–S2). 

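Ankrd34c, an ankyrin repeat protein, was the named gene beyond 1.5-fold at both times, with log2 fold changes of 0.63 at day 7 (standard error 0.184) and 0.67 at day 28 (standard error 0.217). At day 7 it was higher with Li+ in 5 of 6 rats (exact sign-flip test, p = 0.0625). Rgs1, a brake on G protein signaling in lymphocytes, had a log2 fold change of 0.60 at day 28 (standard error 0.147), higher in 5 of 6 rats (exact sign-flip test, p = 0.0625). Neither gene passed an adjusted p under 0.05 from limma. Beyond 1.5-fold at an unadjusted p, 21 probe sets were higher and 11 lower with Li+ at day 7, and 23 higher and 8 lower at day 28. Of these 32 and 31 probe sets, 31 and 28 carry no gene symbol, and 1 and 2 have a signal above the median of all probe sets. With limma fitted anew to the probe sets with a gene symbol alone, there were 1 at day 7 and 4 at day 28. The test of the Methods gave 20 and 12, and 136 probe sets (65 higher, 71 lower) differed at day 28 without rats 23, 27 and 29, a setting chosen after the data were seen. Leaving out single rats gave 35 (without rat 10) to 65 (without rat 15) at day 7 and 37 (without rat 28) to 53 (without rat 29) at day 28.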

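Among the genes beyond 1.5-fold in Ctrl bone, Met, the receptor of hepatocyte growth factor, fell by 1.02 on the log2 scale between days 7 and 28 (adjusted p = 0.0284 from limma) and Dsg2, a cadherin of desmosomes, by 1.02 (adjusted p = 0.0203). Gstm5, a glutathione transferase, fell by 1.05 (adjusted p = 0.0273), Il18bp, which neutralizes interleukin 18, by 1.03 (adjusted p = 0.0400) and the membrane protein Tmem26 by 0.97 (adjusted p = 0.0203). At the search criteria, 418 probe sets differed between the days in Ctrl, 129 higher and 289 lower at day 28. Of these, 277 carry a single gene symbol (47 higher, 230 lower) and 319 have a signal above the median of all probe sets. The unpaired test of the Methods gave 378 (113 higher, 265 lower). Without rats 10 and 23 there were 777 (273 higher, 504 lower), and leaving out single rats gave 295 (without rat 27) to 619 (without rat 15). Of 12 fits that left out 1 rat, the adjusted call ended in 5 for Dsg2, 7 for Met and Tmem26, 8 for Gstm5 and 9 for Il18bp.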

Over-time analyses revealed 311 differentially regulated genes in the control group; 69 upregulated and 242 downregulated (Table S3). The Li^+^ group showed 342 regulated genes; 111 upregulated and 231 downregulated (Table S4).

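Beyond 1.5-fold in Li+ bone, Slc7a11 fell by 1.404 on the log2 scale between days 7 and 28 (adjusted p = 0.0464 from limma) and Clec2dl1, a C-type lectin, by 1.21 (adjusted p = 0.0411). Klhl14, a Kelch protein, rose by 0.67 (adjusted p = 0.0435), Rbpms2, an RNA-binding protein, by 0.61 (adjusted p = 0.0447) and Fcmr, the receptor of the IgM heavy chain on B cells, by 0.61 (adjusted p = 0.0262). At the search criteria, 449 probe sets differed in Li+, 165 higher and 284 lower at day 28. A single gene symbol is carried by 288 of them (63 higher, 225 lower), and 343 have a signal above the median. The unpaired test of the Methods gave 427 (149 higher, 278 lower), and leaving out single rats gave 365 (without rat 4) to 664 (without rat 28). In Li+, fits that left out 1 rat ended the adjusted call of Fcmr in 6 of 12, of Clec2dl1 in 9, of Rbpms2 in 10 and of Slc7a11 and Klhl14 in 11.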

**Table 1:** Differentially regulated genes.

Numbers of differentially regulated genes (p<0.05, no specific FC limit)						
	Total		Increase		Decrease	
Li+ day 7 vs. Ctrl	1042		427		615	
Li+ day 28 vs. Ctrl	1348		684		664	
Ctrl day 28 vs. 7	3359		1465		1894	
Li+ day 28 vs. 7	4752		2439		2313	
Numbers of differentially regulated genes (p<0.05, FC≥1.5 or ≤−1.5)						
	Total		Increase		Decrease	
Li+ day 7 vs. Ctrl	3		1		2	
Li+ day 28 vs. Ctrl	5		1		4	
Ctrl day 28 vs. 7	311		69		242	
Li+ day 28 vs. 7	342		111		231	

For complete lists, refer to Tables S1–S4.

### Functional cluster analysis

A functional cluster analysis based on the GO category biological processes was carried out on genes that fulfilled the search criteria. For the Li^+^-containing specimens, the analysis showed 29 downregulated clusters over time; 10 clusters with the highest enrichment scores are listed in Table S5. These were related to extracellular matrix organization, inflammatory response, cell migration, blood vessel development and skeletal system, and cartilage development and condensation. 

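Most measured genes of the extracellular matrix were lower at day 28 than at day 7 in Li+ bone. Camera called 21 lists over time in this group, and 11 of 100 drawn splits of its arrays called as many or more (median of the other splits 12). For probe sets at an adjusted p, 2 of 100 splits reached the 102 found (highest other 1736). The number of lists called does not exclude chance, and single lists were not tested by splits. Of 40 measured genes of collagens, their cross-linking enzymes and matrix glycoproteins, 5 fell and 0 rose at an adjusted p from limma, and 35 fell and 0 rose when adjusted over the list alone, with a median log2 fold change of -0.61 (camera, adjusted p = 1.4e-23, or adjusted p = 0.261 with an estimated correlation). Fbln2, a fibulin of elastic fibers, fell by 1.11 (standard error 0.0979, adjusted p = 0.00169), and the collagen cross-linking enzymes Lox by 1.39 (adjusted p = 0.0473) and Loxl2 by 1.15 (adjusted p = 0.0406). Fn1, fibronectin, fell by 0.38 (adjusted p = 0.0327). Of 19 osteoblast genes, 18 were lower at day 28, with a median log2 fold change of -0.33 (camera, adjusted p = 3.0e-06, or adjusted p = 0.332 with an estimated correlation). Their number adjusted over the list alone was 0 by limma, and 9 were lower at an unadjusted p. Postn, periostin, had a log2 fold change of -0.71 and Sp7, the transcription factor osterix, one of -0.56. Of 15 endothelial genes, 12 were lower, with a median of -0.20 (camera, adjusted p = 0.00208, or adjusted p = 0.332 with an estimated correlation). The number adjusted over that list alone was 0 by limma, with 4 lower and 1 higher at an unadjusted p, among them Flt1, a receptor of vascular endothelial growth factor, at -0.37 and Egfl7, a secreted protein of vessel walls, at -0.30. Of 10 genes of pericytes and smooth muscle, 1 fell at an adjusted p and 5 when adjusted over the list alone (camera, adjusted p = 0.000199, or adjusted p = 0.321 with an estimated correlation), and Tagln, an actin-binding protein, fell by 1.47 (adjusted p = 0.0406). When rats 23, 27 and 29, which hold the arrays high in skeletal muscle genes, were left out, 20 matrix genes and 1 pericyte gene fell when adjusted over the list alone, with medians of -0.51 and -0.29 against -0.61 and -0.29 with all rats. In Li+ only the array of rat 27 is high, so this setting also dropped those of rats 23 and 29, which are not (scores -0.44 and -0.35). The lost calls may reflect fewer arrays, and their cause was not tested. Fits that left out 1 rat ended the adjusted call of Fbln2 in 0 of 12, of Fn1 in 7, of Tagln in 8, of Loxl2 in 9 and of Lox in 10.

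**Figure D1:**
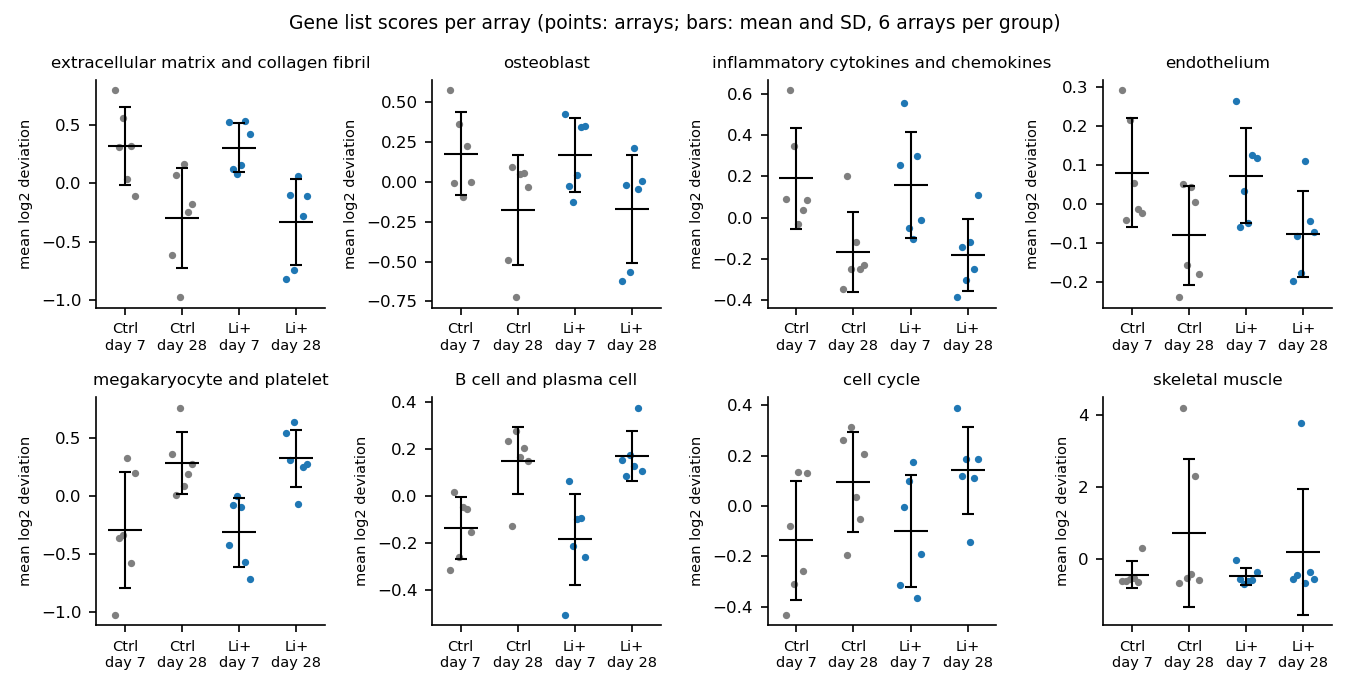
Scores of 8 gene lists on the 24 arrays by implant and day. Points are arrays (n = 6 rats per group), the vertical axis is the mean log2 signal of a list's genes relative to their mean over all arrays, and bars are the mean ± SD. The matrix score went from 0.31 ± 0.21 at day 7 to -0.33 ± 0.37 at day 28 in Li+ bone, and single day 28 arrays stand far above the others in the panel of skeletal muscle.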

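In Li+ bone, most measured genes of platelets and their precursors were higher at day 28 than at day 7. The camera calls given here are among the 21 of Li+ over time, a number that 11 of 100 drawn splits reached, so chance is not excluded. Of 16 measured genes of megakaryocytes and platelets, 2 rose at an adjusted p from limma and 14 when adjusted over the list alone, and 0 fell (median log2 fold change 0.72; camera, adjusted p = 7.3e-13, or adjusted p = 0.261 with an estimated correlation). Treml1, a receptor of platelet granules, rose by 0.82 (standard error 0.127, adjusted p = 0.0379) and P2ry1, an ADP receptor of platelets, by 0.43 (adjusted p = 0.0406). Gp1ba and Gp9, subunits of the receptor of von Willebrand factor, had log2 fold changes of 0.79 and 0.76. Of 21 genes of B cells and plasma cells, 14 rose and 0 fell when adjusted over the list alone (median 0.42; camera, adjusted p = 3.1e-09, or adjusted p = 0.261 with an estimated correlation). At a p adjusted over all probe sets their number was 0 by limma, and at an unadjusted p 14 were higher and 1 was lower. Cd79a, a signaling chain of the B cell receptor, had a log2 fold change of 0.48, Pou2af1, a B cell coactivator, of 0.62 and the B cell kinase Blk of 0.68. Of 20 genes of T cells and NK cells, 2 rose and 0 fell when adjusted over the list alone (median 0.023), and the list did not stand apart from the other genes (camera, adjusted p = 0.581). Beside the lists, Btla, an inhibitory receptor of lymphocytes, rose by 0.48 (adjusted p = 0.0463). The number of B cell genes adjusted over the list alone was 9 without rats 23, 27 and 29 (median 0.36). The adjusted call ended in 8 of 12 fits that left out 1 rat for Treml1, in 9 for P2ry1 and in 10 for Btla.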

For the Li^+^ group, 2 annotation clusters were upregulated over time; wound healing and regulation of cell activation (Table S6). For the Ctrl group, 25 annotation clusters were downregulated over time; 10 clusters with the highest enrichment scores are listed in Supporting information Table S7. The clusters were related to extracellular matrix organization, inflammatory response, cell migration, blood vessel development and skeletal system, bone development and ossification. 

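In Ctrl bone, 39 of 40 measured genes of the extracellular matrix were lower at day 28 than at day 7, with a median log2 fold change of -0.60 (camera, adjusted p = 3.6e-18, or adjusted p = 0.273 with an estimated correlation). Of these, 26 fell and 0 rose when adjusted over the list alone, and 1 fell at a p adjusted over all probe sets, Fbln2, with a log2 fold change of -0.96 (standard error 0.146, adjusted p = 0.0284). Loxl2 had a log2 fold change of -1.03 and P4ha3, an enzyme that hydroxylates collagen, one of -1.01. All 19 osteoblast genes were lower, with a median of -0.32 (camera, adjusted p = 3.8e-06, or adjusted p = 0.317 with an estimated correlation). Their number adjusted over the list alone was 0 by limma and 7 were lower at an unadjusted p, with Sp7 at -0.60 and Ifitm5, a membrane protein of mineralizing osteoblasts, at -0.72. Of 15 endothelial genes, 13 were lower, with a median of -0.19 (camera, adjusted p = 0.0023, or adjusted p = 0.317 with an estimated correlation). Adjusted over that list alone the number was 0 by limma, with 4 lower and 1 higher at an unadjusted p, among them Plvap, a protein of fenestrated vessels, at -0.27 and Ramp2, a subunit of the adrenomedullin receptor, at -0.26. Of 10 genes of pericytes and smooth muscle, 2 fell when adjusted over the list alone (median -0.26; camera, adjusted p = 0.00918, or adjusted p = 0.400 with an estimated correlation), and Tagln stood at -1.41. In Ctrl the arrays high in skeletal muscle genes are those of rats 23 and 29, and without rats 23, 27 and 29, 3 matrix genes fell when adjusted over the list alone. Their median stayed at -0.56, with 21 lower at an unadjusted p, so that fewer calls go with about the same change in fewer rats. Of 12 fits that left out 1 rat, 8 ended the adjusted call of Fbln2. Camera called 22 lists over time in Ctrl, and 7 of 100 drawn splits of its arrays called as many or more (median of the other splits 10). The number of lists called therefore does not exclude chance.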

Only 1 annotation cluster related to the regulation of cell activation was upregulated (Table S8).

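Most measured genes of B cells and of platelets were also higher at day 28 in Ctrl bone. The camera calls given here are among the 22 of Ctrl over time, a number that 7 of 100 drawn splits reached, so chance is not excluded. Blk, a kinase below the B cell receptor, rose by 0.57 on the log2 scale (standard error 0.0935, adjusted p = 0.0406 from limma), and leaving out single rats ended this call in 9 of 12 fits. Of the 21 genes of B cells and plasma cells, 13 rose and 1 fell when adjusted over the list alone (median log2 fold change 0.36; camera, adjusted p = 1.6e-09, or adjusted p = 0.248 with an estimated correlation). Ms4a1, the B cell antigen CD20, had a log2 fold change of 0.59 and Cd79b, a chain of the B cell receptor, of 0.37. The gene that fell was Sdc1, the syndecan of plasma cells and of epithelia, at -0.64. Of the 16 genes of megakaryocytes and platelets, 11 rose and 0 fell when adjusted over the list alone (median 0.63; camera, adjusted p = 1.6e-09, or adjusted p = 0.273 with an estimated correlation). At a p adjusted over all probe sets their number was 0 by limma, and all 11 had an unadjusted p under 0.05. Mmrn1, a multimerin of platelet granules, had a log2 fold change of 0.93, Nrgn, neurogranin, of 0.72 and P2ry1 of 0.49. The 20 genes of T cells and NK cells did not stand apart from the other genes (camera, adjusted p = 0.116), and 0 of them passed when adjusted over the list alone in limma, with 1 at an unadjusted p. Without rats 23, 27 and 29, which hold the arrays high in skeletal muscle genes, 0 of the platelet genes passed in limma when adjusted over the list alone. Their median was then 0.56 against 0.63 with all rats, with 4 higher at an unadjusted p (camera, adjusted p = 1.8e-07, or adjusted p = 0.303 with an estimated correlation).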

### Clustering of inflammation associated genes

The above mentioned functional cluster analysis demonstrated a slight change in enrichment score between Li^+^ and Ctrl implants with respect to inflammation. 

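Of 33 measured inflammatory cytokines, chemokines and their regulators, 8 fell and 1 rose over time in each implant group when adjusted over the list alone. In Ctrl bone, Ccl3, a chemokine that attracts monocytes, fell with a log2 fold change of -1.25 (standard error 0.176, adjusted p = 0.0254) and Il1rn, the interleukin 1 receptor antagonist, of -0.86 (standard error 0.131, adjusted p = 0.0284). In Li+ bone, Ccl2, a chemokine for monocytes, fell with a log2 fold change of -1.41 (standard error 0.251, adjusted p = 0.0463), and in Ctrl its value was -1.27 (adjusted p = 0.0889). The medians of the list were -0.25 in Ctrl (camera, adjusted p = 7.6e-07, or adjusted p = 0.273 with an estimated correlation) and -0.19 in Li+ (camera, adjusted p = 6.0e-05, or adjusted p = 0.332 with an estimated correlation). For the difference between the time courses, the median of this list was 0.0024 (camera, adjusted p = 0.898), and 0 of its genes passed in limma at a p adjusted over all probe sets, over the list alone or unadjusted. Of 22 genes of macrophages and foreign body giant cells, 6 fell in Ctrl (median -0.21; camera, adjusted p = 1.0e-06, or adjusted p = 0.248 with an estimated correlation) and 6 fell and 1 rose in Li+ (median -0.20; camera, adjusted p = 0.00137, or adjusted p = 0.261 with an estimated correlation) when adjusted over the list alone. Arg1, the arginase of wound macrophages, fell by 1.16 in Li+ (adjusted p = 0.0406) and stood at -1.07 in Ctrl (adjusted p = 0.0555), and the scavenger receptor Msr1 fell by 0.82 in Li+ (adjusted p = 0.0495). Mmp12 stood at -1.37 in Ctrl. Of the 27 measured genes of Tables 2 and 3, 26 fell in Ctrl and 25 in Li+ when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. In 12 fits that each left out 1 rat, the adjusted call ended in 7 for Ccl3, 8 for Il1rn, 10 for Ccl2, 8 for Arg1 and 11 for Msr1. In Li+, 2 inflammatory and 2 macrophage genes fell when adjusted over the list alone once rats 23, 27 and 29 were left out, with medians of -0.17 and -0.15. In Ctrl, 13 inflammatory genes fell without rats 10 and 23.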

The Li^+^ group revealed clusters related to the terms “Inflammatory response” and “Defense response” with an enrichment score of 2.83 (cluster #6, Table S5). The Ctrl group also demonstrated clusters associated to these specific clusters, but additionally also related to the term “Acute inflammatory response” (see cluster #3, Table S7), and showed a higher enrichment score; 3.67. 

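A2m, a protease inhibitor of plasma, fell between days 7 and 28 in both implant groups. Its log2 signal went from 9.23 ± 0.44 (mean ± SD, n = 6 rats) to 7.66 ± 0.28 in Ctrl and from 9.55 ± 0.48 to 7.62 ± 0.43 in Li+, which is 2.97-fold and 3.80-fold lower. These are log2 fold changes of -1.57 (standard error 0.191, adjusted p = 0.0203 from limma) and -1.93 (standard error 0.235, adjusted p = 0.0141). Ccl7, a chemokine for monocytes, fell in Li+ with a log2 fold change of -1.82 (standard error 0.313, adjusted p = 0.0443), 3.54-fold lower. In Ctrl its value was -1.43 (standard error 0.271, adjusted p = 0.0746). Cxcl2, a chemokine for neutrophils, had log2 fold changes of -1.67 in Ctrl (standard error 0.608) and -1.39 in Li+ (standard error 0.652), and neither passed the adjusted p. Without rat 5 the value in Li+ was -0.81. Its exact permutation p between the days was 0.0303 in Ctrl and 0.0649 in Li+ (6 rats against 6, not adjusted over genes). The changes over time did not differ detectably between the implants for A2m (difference -0.35, standard error 0.194, exact permutation p = 0.130), Ccl7 (-0.40, standard error 0.288, exact p = 0.251) or Cxcl2 (0.28, standard error 0.584, exact p = 0.675). Single rats moved these differences, to -0.22 for A2m (without rat 11), -0.24 for Ccl7 (without rat 4) and between -0.092 and 0.75 for Cxcl2 (without rat 7 or rat 11). Leaving out single rats ended the adjusted call of A2m in 4 of 12 fits in Ctrl and 2 of 12 in Li+, and that of Ccl7 in Li+ in 9 of 12.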

Some of the most differentially expressed genes within these clusters were *A2M* (FC - 4.01 Li^+^; FC - 3.19 Ctrl), *CCL7* (FC - 3.64 Li^+^; FC - 2.72 Ctrl), and *CXCL2* (FC - 4.76 Ctrl), see Tables 2 and 3.

**Table 2:** Inflammation associated genes downregulated in Li^+^ day 28 vs. 7.

Probe Set ID	Gene Accession	Gene Symbol	Gene Description	FC Li+ day 28 vs 7	P-value
17786724	NM_012488	A2M	Alpha-2-macroglobulin	−4.01	3.10E-05
17649432	NM_001007612	CCL7	Chemokine (C-C motif) ligand 7	−3.64	5.32E-04
17649426	NM_031530	CCL2	Chemokine (C-C motif) ligand 2	−2.60	9.23E-04
17711968	ENSRNOT00000014809	SLC7A2	Solute carrier family 7 (cationic amino acid transporter, y+ system), member 2	−2.15	2.76E-04
17812245	ENSRNOT00000020316	PDPN	Podoplanin	−1.95	0.002
17659402	NM_013025	CCL3	Chemokine (C-C motif) ligand 3	−1.81	0.025
17680795	ENSRNOT00000003567	PTGS2	Prostaglandin-endoperoxide synthase 2	−1.79	0.043
17742303	NM_013057	F3	Coagulation factor III (thromboplastin, tissue factor)	−1.79	0.006
17777192	NM_031512	IL1B	Interleukin 1 beta	−1.72	0.045
17667363	ENSRNOT00000040065	EPHA3	Eph receptor A3	−1.72	0.005
17718447	XM_225216	S1PR3	Sphingosine-1-phosphate receptor 3	−1.67	0.005
17637979	NM_053420	BNIP3	BCL2/adenovirus E1B interacting protein 3	−1.62	0.017
17759790	NM_022194	IL1RN	Interleukin 1 receptor antagonist	−1.60	0.002
17795409	NM_133306	OLR1	Oxidized low density lipoprotein (lectin-like) receptor 1	−1.56	0.015

Data derived from the annotation cluster #6 in Table S5.

**Table 3:** Inflammation associated genes downregulated in Ctrl day 28 vs. 7.

Probe Set ID	Gene Accession	Gene Symbol	Gene Description	FC Ctrl day 28 vs 7	P-value
17693459	ENSRNOT00000003745	CXCL2	Chemokine (C-X-C motif) ligand 2	−4.76	0.047
17786724	NM_012488	A2M	Alpha-2-macroglobulin	−3.19	2.15E-04
17649432	NM_001007612	CCL7	Chemokine (C-C motif) ligand 7	−2.72	0.002
17676856	ENSRNOT00000001916	SERPINE1	Serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1	−2.54	7.63E-04
17649426	NM_031530	CCL2	Chemokine (C-C motif) ligand 2	−2.38	0.002
17659402	NM_013025	CCL3	Chemokine (C-C motif) ligand 3	−2.35	1.22E-04
17726248	NM_017061	LOX	Lysyl oxidase	−2.18	0.018
17610985	NM_017134	ARG1	Arginase, liver	−2.17	0.002
17711968	ENSRNOT00000014809	SLC7A2	Solute carrier family 7 (cationic amino acid transporter, y+ system), member 2	−2.13	0.005
17812245	ENSRNOT00000020316	PDPN	Podoplanin	−2.08	0.020
17667363	ENSRNOT00000040065	EPHA3	Eph receptor A3	−1.98	0.011
17687457	ENSRNOT00000003313	TGFB2	Transforming growth factor, beta 2	−1.98	0.009
17747609	ENSRNOT00000018628	IGSF10	Immunoglobulin superfamily, member 10	−1.96	0.026
17759790	NM_022194	IL1RN	Interleukin 1 receptor antagonist	−1.85	0.001
17672282	NM_012801	PDGFA	Platelet-derived growth factor alpha polypeptide	−1.84	0.008
17795409	NM_133306	OLR1	Oxidized low density lipoprotein (lectin-like) receptor 1	−1.79	0.024
17630332	ENSRNOT00000041891	APOE	Apolipoprotein E	−1.72	0.007
17625032	NM_001106375	PAPSS2	3′-phosphoadenosine 5′-phosphosulfate synthase 2	−1.72	0.022
17725368	ENSRNOT00000027739	NREP	Neuronal regeneration related protein	−1.69	0.023
17858944	NM_032085	COL3A1	Collagen, type III, alpha 1	−1.67	0.030
17746926	ENSRNOT00000019554	ANXA5	Annexin A5	−1.62	0.002
17731914	NM_031054	MMP2	Matrix metallopeptidase 2	−1.58	0.033
17742303	NM_013057	F3	Coagulation factor III (thromboplastin, tissue factor)	−1.57	0.003
17734841	NM_017091	PCSK1	Proprotein convertase subtilisin/kexin type 1	−1.56	0.007
17718447	XM_225216	S1PR3	Sphingosine-1-phosphate receptor 3	−1.54	0.018
17719775	NM_080405	GLI3	GLI family zinc finger 3	−1.54	0.041
17789522	ENSRNOT00000013989	TFPI2	Tissue factor pathway inhibitor 2	−1.52	0.041

Data derived from the annotation cluster #3 in Table S7.

### Pathway analysis and differentially expressed Wnt-related markers

In order to explore the pathways that could be differentially expressed over time in both implant groups, the KEGG pathway database was searched with the genes differentially expressed as input. For the Li^+^ specimens, 9 pathways were downregulated at day 28 compared with 7 days post-surgery (Table 4). 

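In Li+ bone, part of the genes by which cells bind the matrix and of the genes of arginine and proline metabolism fell over time. Of 63 measured genes of ECM-receptor interaction, 23 fell and 6 rose when adjusted over the list alone, and 3 fell at a p adjusted over all probe sets (median log2 fold change -0.23; camera, adjusted p = 7.5e-07, or adjusted p = 0.261 with an estimated correlation). Itga5, the integrin subunit that binds fibronectin, fell with a log2 fold change of -0.59 (standard error 0.0910, adjusted p = 0.0379) from limma. The members that rose include the platelet receptor subunits that stand in this list as well. Of 33 genes of arginine and proline metabolism, 9 fell and 1 rose when adjusted over the list alone (median -0.064; camera, adjusted p = 0.00208, or adjusted p = 0.261 with an estimated correlation). P4ha3, which hydroxylates prolines of collagen, fell by 0.72 (standard error 0.107, adjusted p = 0.0352), and Slc7a2, a transporter of arginine outside the list, by 1.11 (adjusted p = 0.0379). With rats 23, 27 and 29 left out, 5 genes of ECM-receptor interaction and 2 of arginine and proline metabolism fell when adjusted over the list alone, with medians of -0.21 and -0.094. Fits that left out 1 rat ended the adjusted call of P4ha3 in 7 of 12, of Slc7a2 in 8 and of Itga5 in 9.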

The KEGG term “Pathways in cancer” (Rno:05200) was one of them; this term includes the Wnt signaling pathway (Rno:04310). Only 2 pathways were shown to be upregulated on day 28 compared with day 7 in the Li^+^ group, see Table 5. 

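Of 67 measured genes of the hematopoietic cell lineage, 10 rose and 9 fell in Li+ bone over time when adjusted over the list alone, with a median log2 fold change of 0.019. Cd37, a tetraspanin of B cells, had a log2 fold change of 0.36, and its log2 signal was 11.60 ± 0.17 (mean ± SD, n = 6 rats) at day 7 and 11.95 ± 0.09 at day 28. At a p adjusted over all probe sets from limma, 1 gene of the list fell, Itga5, and 0 rose, while 16 were higher and 13 lower at an unadjusted p. As a whole the list did not stand apart from the other genes (camera, adjusted p = 0.920). Camera asks for a net direction, whereas the paper searched the upregulated genes alone, so these results are not of the same measure. When adjusted over the list alone, 0 of its genes passed in limma without rats 23, 27 and 29 (8 higher and 4 lower at an unadjusted p).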

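In Ctrl bone, 12 of 63 measured genes of ECM-receptor interaction fell and 1 rose over time when adjusted over the list alone (median log2 fold change -0.22; camera, adjusted p = 0.00016, or adjusted p = 0.317 with an estimated correlation). Itga5 had a log2 fold change of -0.57 (standard error 0.0985, adjusted p = 0.0555 from limma), from 10.72 ± 0.17 at day 7 to 10.14 ± 0.17 at day 28 on the log2 scale (mean ± SD, n = 6 rats). Of 33 genes of arginine and proline metabolism, 8 fell and 0 rose when adjusted over the list alone (median -0.12; camera, adjusted p = 0.000687, or adjusted p = 0.185 with an estimated correlation). Pycr1, an enzyme of proline synthesis, had a log2 fold change of -0.64. Of 67 genes of the hematopoietic cell lineage, 3 rose and 4 fell when adjusted over the list alone (median 0.0053; camera, adjusted p = 0.468). Without rats 10 and 23, 26 genes of ECM-receptor interaction fell and 8 rose, and without rats 23, 27 and 29, 4 fell (median -0.20), when adjusted over the list alone. Of the hematopoietic genes 13 rose and 10 fell without rats 10 and 23, and 1 rose and 1 fell without rats 23, 27 and 29. The numbers given for Li+ with all rats are not of the same setting, so they are not compared with these. Arginine and proline metabolism had 3 genes that fell without rats 23, 27 and 29 (median -0.17).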

For the Ctrl group 6 pathways with decreased expression 28 days post-surgery were revealed (Table 6). No pathways were significantly upregulated over time. The presence of the Wnt signaling pathway in the Li^+^ group but not in the Ctrl demonstrates that the Wnt signaling network was regulated over time in the presence of Li^+^. 

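Of 134 measured genes of a Wnt pathway list, 0 passed an adjusted p over time in limma in either group (24 in Ctrl and 36 in Li+ at an unadjusted p, or 22 and 42 by the test of the Methods). The receptor Fzd2 had a log2 fold change of -0.75 in Ctrl and -0.74 in Li+, and the planar polarity protein Vangl1 one of -0.48 and -0.58. Porcn, which acylates Wnt proteins for secretion, stood at -0.47 and -0.53, and Nlk, a kinase that acts on the transcription factors of the pathway, at 0.32 and 0.27. The direction was the same in both groups for 109 genes of the list (81.3%) and for 74.2% of all 18166 named genes. Both groups come from the same rats, which raises such a share even if nothing changes, so it is not read as a common time course. At an unadjusted p from limma, 17.9% of the list passed in Ctrl against 14.0% of the other 18032 named genes (odds ratio 1.34, 95% confidence interval 0.821 to 2.1, Fisher's exact test, two-sided, p = 0.211). In Li+ it was 26.9% against 20.8% (odds ratio 1.4, 95% confidence interval 0.926 to 2.08, Fisher's exact test, two-sided, p = 0.0878). With the test of the Methods the odds ratio in Li+ was 1.68 (Fisher's exact test, p = 0.00786), and among probe sets above the median signal it was 1.118 in Li+ (p = 0.597) and 0.977 in Ctrl. Leaving out single rats gave odds ratios of 1.08 (without rat 7) to 1.62 (without rat 23; Fisher's exact test, p = 0.0184) in Li+. On the same genes, 21 passed in Li+ alone and 9 in Ctrl alone (exact McNemar test, p = 0.0428). By the test of the Methods these numbers were 28 and 8 (exact McNemar test, p = 0.00119), and among probe sets above the median signal 20 and 7 (p = 0.0192). In fits without rats 10 and 23, a setting chosen after the data were seen, 16 passed in Ctrl alone and 15 in Li+ alone (exact McNemar test, p = 1). Of all 18166 named genes, 2162 passed in Li+ alone and 930 in Ctrl alone with all rats, so the excess is not particular to the list. Genes measured in the same rats are not independent. The p-values of McNemar's and Fisher's tests here therefore do not measure the spread between rats. The difference between the time courses itself had an unadjusted p under 0.05 for 3 of the 134 genes, where chance gives 6.7, and 0 passed in limma when adjusted over the list alone or over all probe sets. The list as a whole did not stand apart from the other genes in Ctrl (camera, adjusted p = 0.468), in Li+ (adjusted p = 0.230) or in the difference (adjusted p = 0.659). Among its pathways for the Li+ group, and not for Ctrl, the paper lists “Pathways in cancer”, a term that it says includes the Wnt pathway. From this it concludes that the Wnt network changed over time where Li+ was present. As further signs of an affected pathway the paper gives its counts of Wnt genes, the array values of Ctnnbip1 and Ctnnb1 and the qPCR of Fosl1.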

Since this recognized Wnt activator was used in this study, a more specific search was performed on all Wnt-related significantly regulated genes, according to the KEGG database. 

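At day 7, Csnk2b, a subunit of casein kinase 2, had a log2 fold change of -0.17 with Li+ against Ctrl (standard error 0.0710) and was lower in 6 of 6 rats. Without rat 10 it was -0.11. At day 28, the secreted Wnt inhibitor Sfrp5 had a log2 fold change of 0.34, the inhibitor Dkk1 one of -0.30 (standard error 0.0938), and the receptors Fzd7 and Fzd9 -0.17 and -0.14. Of the 134 measured Wnt genes, 2 had an unadjusted p under 0.05 from limma at day 7, both lower with Li+, and 4 at day 28, 1 higher and 3 lower. Their number was 0 on both days when adjusted over the list alone and when adjusted over all probe sets. The paired test of the Methods gave 4 (1 higher, 3 lower) at day 7 and 11 (5 higher, 6 lower) at day 28 at an unadjusted p. As shares, 1.49% and 2.99% of the list passed, with odds ratios against the other named genes of 0.781 and 0.997 (Fisher's exact test, two-sided, p = 1 on both days). The list did not stand apart from the other genes (camera, adjusted p = 0.925 at day 7 and 0.415 at day 28). At day 28 the Li+ array of rat 28 stands apart for Sfrp5, at 9.84 against 8.05 to 8.55 on the other Li+ arrays, and without this rat the log2 fold change of Sfrp5 was 0.19. Leaving out single rats gave 0 (without rat 5 or rat 10) to 4 (without rat 15) genes at day 7 and 1 (without rat 29) to 7 (without rat 27) at day 28.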

Four genes were differentially expressed on day 7 in Li^+^ implants vs. Ctrl and, at the later time point, 9 genes. 

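Over time in Li+ bone, the inhibitor Dkk1, the receptors Fzd6 and Lrp5 and the ligand Wnt5a had log2 fold changes of -0.98, -0.31, -0.32 and -0.46, and the protein kinase Prkca one of 0.39. In Ctrl bone the inhibitor Sfrp5 stood at -1.002, the receptor Fzd8 at -0.31, cyclin D1 (Ccnd1), which drives cell division, at -0.44 and Prkca at 0.49. At an unadjusted p from limma, 36 of 134 measured Wnt genes passed in Li+ (13 higher, 23 lower at day 28) and 24 in Ctrl (6 higher, 18 lower), 15 of them in both. When adjusted over the list alone, 6 passed in Li+ (1 rose, 5 fell) and 5 in Ctrl (2 rose, 3 fell), and 0 in either group when adjusted over all probe sets in limma. Of 18 measured target genes of canonical Wnt signaling, 2 rose and 5 fell in Li+ (median 0.00080, mean -0.14; camera, downward, adjusted p = 0.230) and 1 fell in Ctrl (median -0.049; camera, adjusted p = 0.128) when adjusted over the list alone. Of the 50 measured Wnt genes of Tables S9 to S12, 7 rose and 15 fell in Li+ and 2 rose and 4 fell in Ctrl when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. These counts changed when rats were left out. With rats 10 and 23 left out, a setting chosen after the data were seen, 0 Wnt genes passed in Li+ in limma when adjusted over the list alone, against 3 that rose and 5 that fell in Ctrl. Only the Ctrl arrays of these rats correlate least with their groups. Their Li+ arrays have mean correlations of 0.9911 and 0.9899, so the Li+ fit lost arrays that are not low. Its drop to 0 may reflect fewer arrays. Of the target genes 3 rose and 6 fell in each group under this setting, and of the genes of Tables S9 to S12, 6 rose and 15 fell in Li+ and 3 rose and 10 fell in Ctrl. With rats 23, 27 and 29 left out, 0 Wnt genes passed in limma in either group over the list alone, 2 target genes fell in each, and of the genes of Tables S9 to S12 0 passed in Li+ (4 higher and 13 lower at an unadjusted p) and 1 rose and 1 fell in Ctrl. Without rats 10 and 23, 36 Wnt genes passed in Li+ and 37 in Ctrl at an unadjusted p, and without rats 23, 27 and 29, 21 and 16. Leaving out single rats gave 25 (without rat 4) to 41 (without rat 28) in Li+ and 17 (without rat 21) to 30 (without rat 23) in Ctrl.

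**Figure D2:**
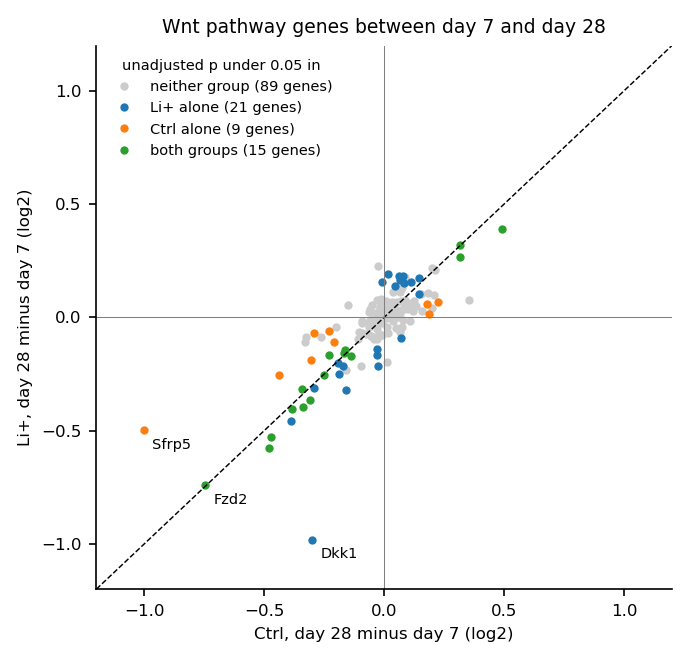
Change over time of the 134 Wnt pathway genes in Ctrl (horizontal axis) and in Li+ bone (vertical axis), as log2 fold change of day 28 against day 7. Each point is a gene, colored by the group in which its unadjusted p is under 0.05 (15 in both, 21 in Li+ alone, 9 in Ctrl alone, 89 in neither).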

The analysis revealed 34 Wnt-related genes differentially regulated over time within the Li^+^ group and 22 genes in the Ctrl group (Table 7 and Tables S9–12). 

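Ctnnbip1, which keeps β-catenin from its transcription partners, had a log2 fold change of -0.16 with Li+ against Ctrl at day 7 (standard error 0.0643). Its log2 signal was 7.82 ± 0.09 (mean ± SD, n = 6 rats) with Li+ and 7.98 ± 0.14 in Ctrl, and it was lower with Li+ in 5 of 6 rats (exact sign-flip permutation test, two-sided, p = 0.0625). At day 28 the log2 signal was 7.77 ± 0.22 with Li+ and 7.77 ± 0.25 in Ctrl, with 3 rats higher and 3 lower (exact p = 1.00). The adjusted p from limma was 0.985 at day 7.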

Interestingly, the negative Wnt regulator, β-catenin interaction protein 1 (*CTNNBIP1*), was downregulated at 7 days after implantation in the Li^+^ group (FC -1.12) (Table S9). Moreover, β-catenin (*CTNNB1*) was downregulated at 28 days post-surgery in the presence of Li^+^ (FC -1.21), but was not affected in the Ctrl group (Tables S11–12).

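Ctnnb1, the gene of β-catenin, had a log2 fold change between days 7 and 28 of -0.25 in Li+ bone (standard error 0.0879) and of -0.19 in Ctrl bone (standard error 0.109). Its log2 signal went from 12.07 ± 0.16 (mean ± SD, n = 6 rats) to 11.82 ± 0.15 with Li+ and from 12.02 ± 0.21 to 11.83 ± 0.18 in Ctrl. The exact permutation p was 0.0281 in Li+ and 0.126 in Ctrl (6 rats against 6, two-sided), and the adjusted p from limma was 0.191 and 0.540. The difference between the changes of the implant groups was -0.060 (standard error 0.0927, exact permutation p = 0.506). Within rats, Li+ against Ctrl gave 0.050 at day 7 (exact sign-flip p = 0.594) and -0.010 at day 28 (exact sign-flip p = 0.781).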

**Table 4:** KEGG pathways with genes downregulated in Li^+^ day 28 vs. 7.

KEGG ID	Term	Count	P-value
rno04360	Axon guidance	9	1.49E-04
rno04510	Focal adhesion	10	5.88E-04
rno04512	ECM-receptor interaction	6	0.003
rno00330	Arginine and proline metabolism	5	0.004
rno05211	Renal cell carcinoma	5	0.010
rno05200	Pathways in cancer	10	0.015
rno05210	Colorectal cancer	5	0.017
rno04060	Cytokine-cytokine receptor interaction	7	0.034
rno04621	NOD-like receptor signaling pathway	4	0.041

Count indicates the total number of genes from the input list that belong to the corresponding term; only significantly expressed genes (no specific FC limit) were included in the gene list.

**Table 5:** KEGG pathways with genes upregulated in Li^+^ day 28 vs. 7.

KEGG ID	Term	Count	P-value
rno04640	Hematopoietic cell lineage	6	1.99E-05
rno04512	ECM-receptor interaction	5	4.11E-04

Count indicates the total number of genes from the input list that belong to the corresponding term; only significantly expressed genes (no specific FC limit) were included in the gene list.

**Table 6:** KEGG pathways with genes downregulated in Ctrl day 28 vs. 7.

KEGG ID	Term	Count	P-value
rno04510	Focal adhesion	12	4.87E-05
rno04512	ECM-receptor interaction	8	9.27E-05
rno00330	Arginine and proline metabolism	6	6.60E-04
rno04360	Axon guidance	7	0.006
rno04062	Chemokine signaling pathway	7	0.026
rno04621	NOD-like receptor signaling pathway	4	0.049

Count indicates the total number of genes from the input list that belong to the corresponding term; only significantly expressed genes (no specific FC limit) were included in the gene list.

**Table 7:** Number of differentially regulated Wnt genes.

	Total	Increase	Decrease
Li+ day 7 vs. Ctrl	4	1	3
Li+ day 28 vs. Ctrl	9	4	5
Ctrl day 28 vs. 7	22	7	15
Li+ day 28 vs. 7	34	12	22

P<0.05, no specific FC limit. For complete lists, refer to tables S9–S12.

### qPCR validation of microarray data

In order to confirm the gene expression profile from the microarray analysis, the expression of some of the most differentially regulated genes over time from both groups was further analyzed by qPCR (Table 8). The overall FC obtained from the microarray tended to be smaller than that from the qPCR analysis, although the datasets were largely in accordance with each other, verifying the microarray results. 

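On the arrays, the cartilage proteoglycan Acan had log2 fold changes between days 7 and 28 of -1.52 in Ctrl and -1.29 in Li+, and its log2 signal in Li+ went from 10.23 ± 0.30 (mean ± SD, n = 6 rats) to 8.94 ± 0.65. Aspn, asporin of the bone matrix, stood at -1.91 in Ctrl and -2.02 in Li+, the largest of these values. Prss34, a serine protease of mast cells and basophils, stood at 1.44 and 1.47. At day 28 its log2 signal in Li+ was 9.95, 9.72 and 8.88 in rats 21, 29 and 30. In rats 23, 27 and 28 it was 7.57, 7.46 and 7.24, not above the 7.82 of rat 4 at day 7. The Ctrl sites of rats 21, 29 and 30 were the high ones as well, so the rise rests on these rats. Sfrp5 had a log2 fold change of -0.50 in Li+, with a difference between the implants of 0.50 (exact permutation p = 0.191, 6 rats per day). Without rat 28 its value in Li+ was -0.75, and without rat 10 the difference was 0.25. Dkk1 had one of -0.30 in Ctrl, with a difference of -0.68 (exact permutation p = 0.0152, not adjusted over genes; adjusted p = 1.000 from limma). Left-out rats moved its value in Ctrl to between -0.47 (rat 10) and -0.11 (rat 21). The adjusted p from limma was 0.0654 for Acan and 0.0653 for Aspn in Li+ and 0.217 for Aspn in Ctrl, all over 0.05.

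**Figure D3:**
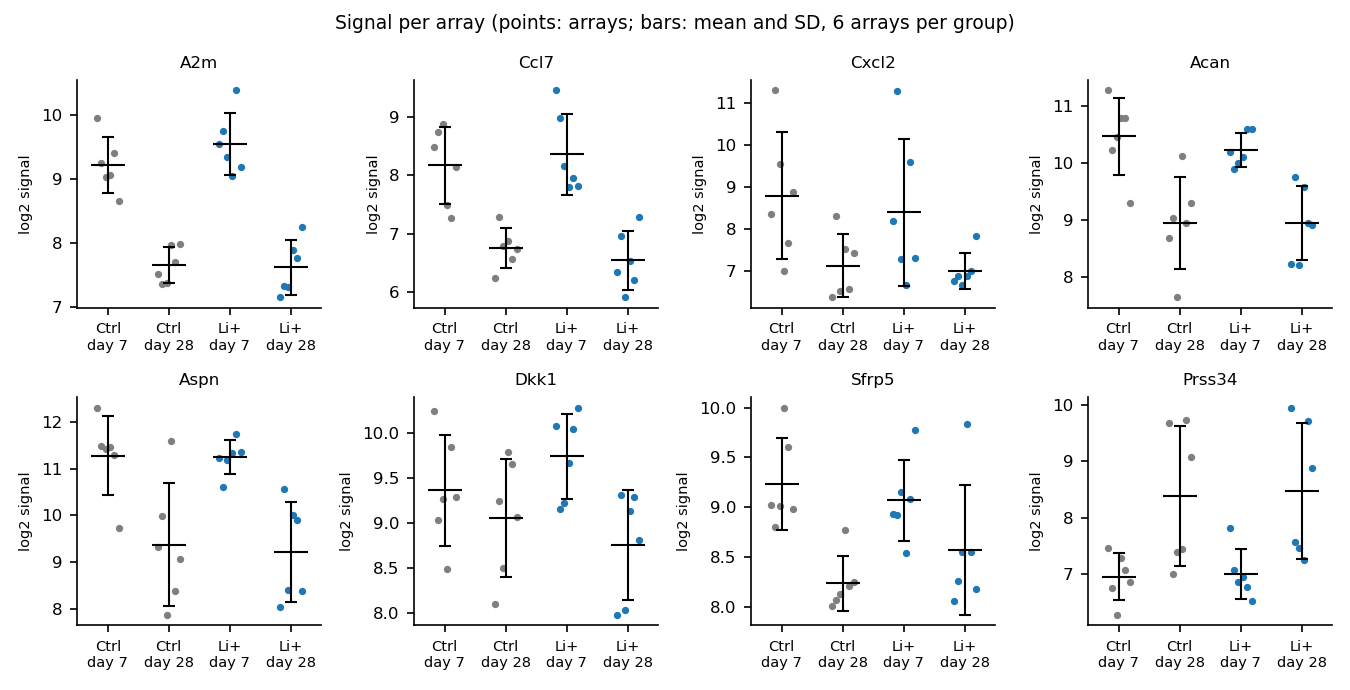
Log2 signal on the arrays of A2m, Ccl7, Cxcl2, Acan, Aspn, Dkk1, Sfrp5 and Prss34 by implant and day. Points are arrays (n = 6 rats per group) and bars are the mean ± SD; Aspn lies at 11.24 ± 0.36 at day 7 and 9.22 ± 1.06 at day 28 in Li+.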

In the gene array dataset (Tables S9–10), we observed no major differences between the Li^+^ and Ctrl groups. However, qPCR revealed a difference in gene expression between Li^+^ and Ctrl for the Wnt related genes *FOSL1* and *ASPN*. 

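Between the Li+ and Ctrl sites of a rat, the arrays gave Fosl1, a subunit of the transcription factor AP-1, a log2 fold change of 0.063 at day 7 (standard error 0.0749), higher with Li+ in 5 of 6 rats (exact sign-flip test, p = 0.438). At day 28 it was 0.0061, with 3 rats higher and 3 lower (exact sign-flip test, p = 0.969). Its log2 signal at day 7 was 7.91 ± 0.23 (mean ± SD, n = 6 rats) with Li+ and 7.84 ± 0.07 in Ctrl. Without rat 4 its log2 fold change at day 7 was 0.0056. Aspn gave -0.037 at day 7 (standard error 0.313, exact sign-flip p = 0.969) and -0.15 at day 28 (standard error 0.401, exact sign-flip p = 0.750), and on both days its sign depended on single rats. Over time Fosl1 stood at -0.34 in Ctrl and -0.39 in Li+, with a difference of -0.057 (exact permutation p = 0.671).

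**Figure D4:**
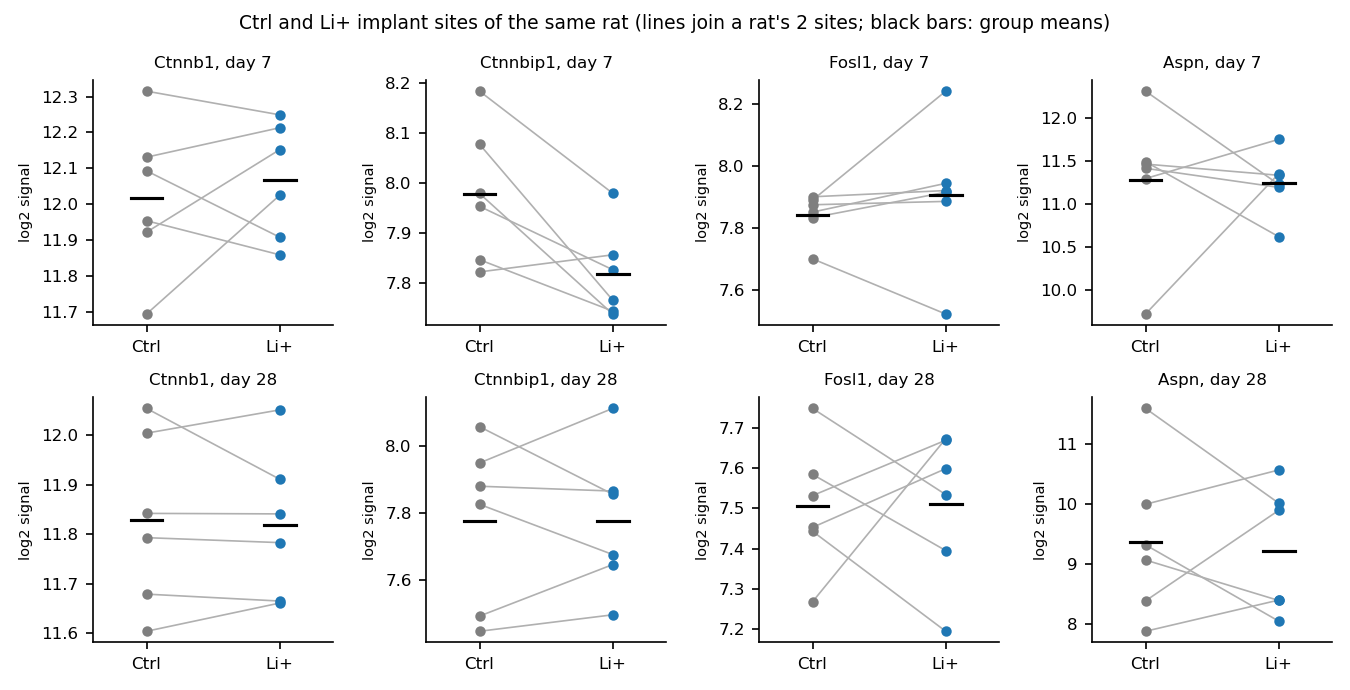
Log2 signal of Ctnnb1, Ctnnbip1, Fosl1 and Aspn at the Ctrl and Li+ sites at days 7 and 28. Each line joins the 2 arrays of 1 rat (6 rats per day) and black bars are group means; for Aspn at day 28, 3 lines rise and 3 fall.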

At 7 days post-surgery, the mRNA corresponding to the *FOSL1* gene showed a significant FC increase of about 1.7 for the Li^+^ group as compared with Ctrl (p = 0.012, Fig. 4A), whereas the *ASPN* gene displayed a significantly increased FC of around 3.5 at 28 days for the Li^+^ group compared to Ctrl (p = 0.03, Fig. 4B).

**Figure 4:**
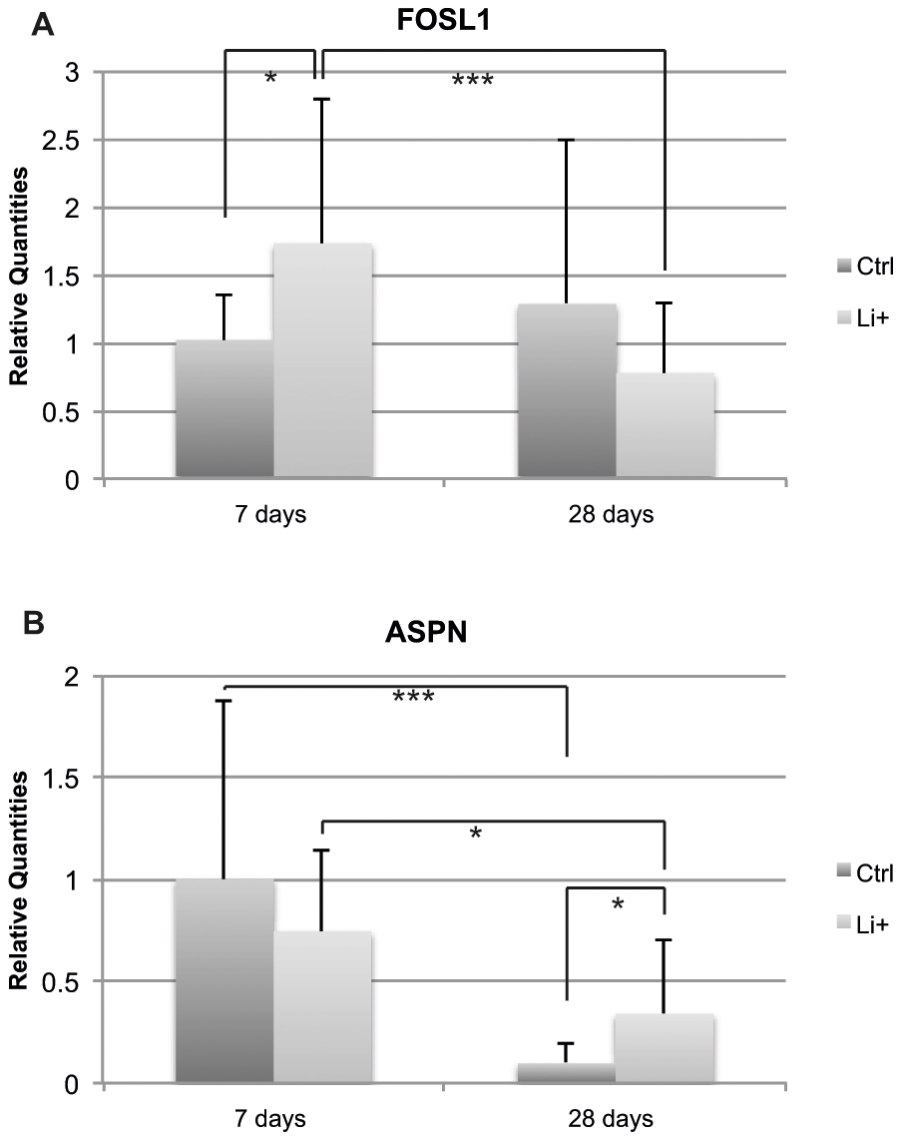
Gene expression analysis of FOSL1 and ASPN in peri-implant bone. Relative gene expression level quantified by qPCR in the peri-implant bone at 7 and 28 days postoperatively for Li^+^ and Ctrl implants. **A.** FOSL1 and **B.** ASPN. Expressed as relative quantities normalized to Ctrl at day 7 post-surgery (reference value 1). A paired Student's t-test or Wilcoxon signed-rank test was used for the Li^+^ vs. Ctrl statistical analysis, whereas unpaired Student's t-test or Mann-Whitney test was used for statistical significance analysis of Li^+^ and Ctrl over time (* p<0.05, ** p<0.01, ***p<0.001).

**Table 8:** Validation of the microarray data by qPCR.

Gene symbol	Gene description	Affymetrix FC Ctrl day 28 vs. 7 (n = 6)	qPCR FC Ctrl day 28 vs. 7 (n = 8)	Affymetrix FC Li^+^ day 28 vs. 7 (n = 6)	qPCR FC Li^+^ day 28 vs. 7 (n = 8)
Prss34	Protease, serine, 34	3.42*	15.97**	3.45*	22.75**
Prkca	Protein kinase C, alpha	1.41***	5.78*	1.29**	3.00***
Lrp5	Low density lipoprotein receptor-related protein 5	-		−1.26*	1.33
Fosl1	Fos-like antigen 1	−1.26***	1.26	−1.30**	−2.26**
Fzd2	Frizzled family receptor 2	−1.68**	−3.40**	−1.66**	−2.47***
Dkk1	Dickkopf 1 homolog (Xenopus laevis)	-		−1.91*	−1.18
Sfrp5	Secreted frizzled-related protein 5	−2.08**	−1.01	-	
Acan	Aggrecan	−2.77**	−2.49*	−2.31**	−1.48
Aspn	Asporin	−2.91*	−10.42***	−3.38**	−2.19*
A2m	Alpha-2-macroglobulin	−3.19***	−6.19***	−4.01***	−5.79***
Cxcl2	Chemokine (C-X-C motif) ligand 2	−4.76*	−7.67*	-	

Relative gene expression fold change (FC) quantified by qPCR in Li+ or Ctrl peri-implant bone, 28 day vs. 7, postoperatively compared with Affymetrix FC (-  =  undetectable expression). Unpaired Student's t-test or Mann-Whitney test was used for statistical significance analyses (* p<0.05, ** p<0.01, ***p<0.001).

### Verification of β-catenin, FOSL1 and ASPN expression

In order to verify the microarray data, the spatial protein expression of β-catenin, FOSL1 and ASPN was studied in peri-implant bone retrieved from Li^+^-containing and Ctrl implants. The proteins were investigated due to their involvement in Wnt signaling and/or increased gene expression by microarray and qPCR. The expression of β-catenin, FOSL1 and ASPN was verified at both time points in bone from both the Li^+^ and Ctrl samples, although no qualitative or quantitative histological differences were observed between the implant groups. Positive immunoreactivity for these proteins was demonstrated in periosteum and bone marrow cavities, as well as on cells situated in the close vicinity of the bone-implant interface (Fig. 5A-I).

**Figure 5:**
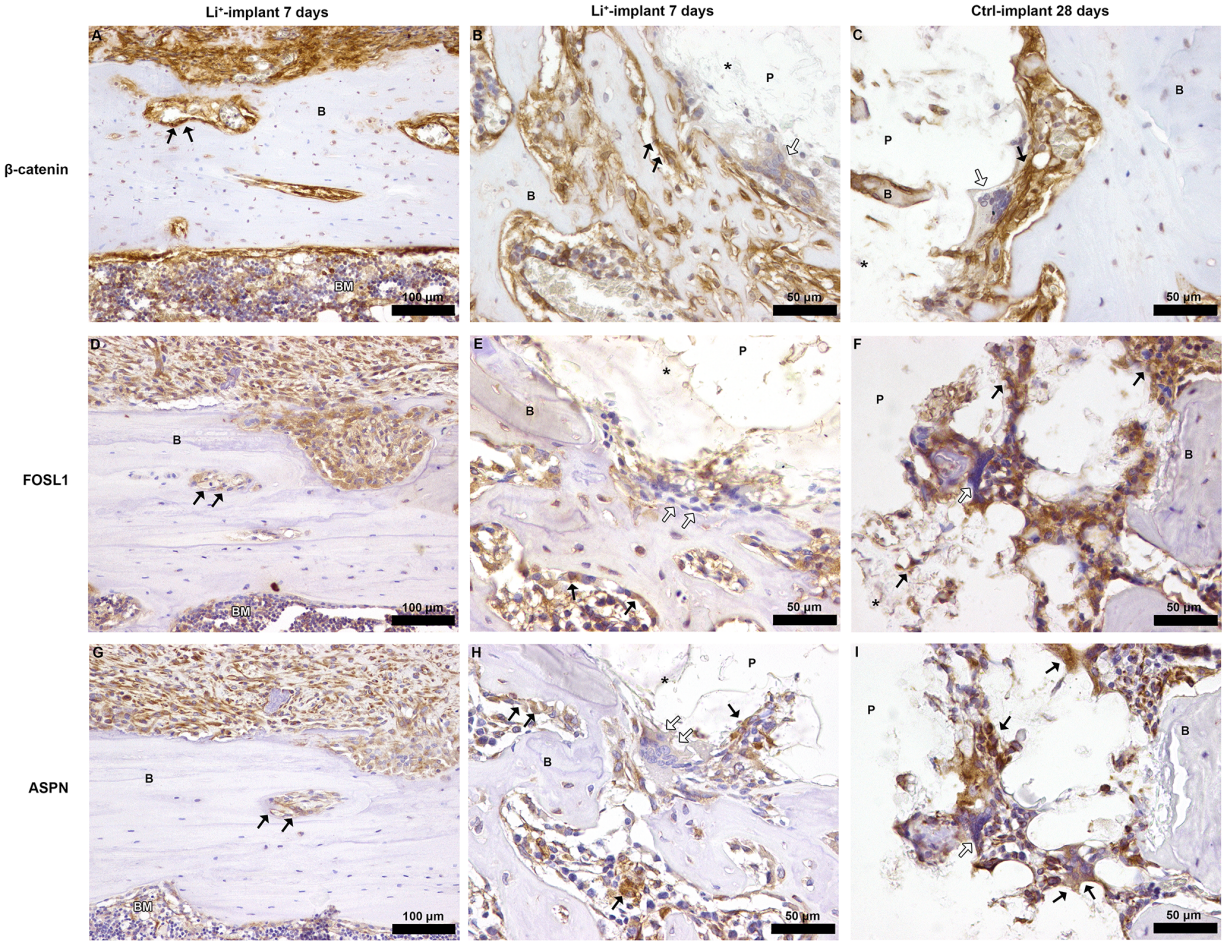
Immunostaning of β-catenin, FOSL1 and ASPN in decalcified bone- implant sections, 7 and 28 days postoperatively. **A.** Li^+^-implant section at 7 days, strong β-catenin immunoreactivity in periosteum, endosteum and within bone marrow cavities in old cortical bone (arrows) was observed. **B.** Li^+^-implant section at 7 days, β-catenin-positive bone-lining cells (black arrows) within bone marrow cavities. Mono- and multinucleated β-catenin-positive cells facing the implant interface were observed, but also less positive multinucleated cells were observed (white arrows). **C.** A similar distribution of β-catenin immunoreactivity was observed 28 days post-surgery in a Ctrl-implant section, with cells migrating into PLGA remnants (black arrows). Occasionally, multinucleated cells with less intense β-catenin staining were found at the bone-implant interface (white arrows). **D.** Li^+^-implant section at 7 days, FOSL1-immunostaining in periosteum, bone depressions and within bone marrow cavities in old cortical bone (arrows). **E.** FOSL1-positive bone-lining cells within bone marrow cavities at 7 days in a Li^+^-implant section (black arrows). Mono- and multinucleated cells positive for FOSL1 migrated into, or were seen in close vicinity of PLGA remnants (black arrows). Some multinucleated cells less positive for FOSL1 were occasionally observed facing the bone-implant interface (white arrows). **F.** Ctrl-implant at 28 days, both mono- and multinucleated FOSL1-positive cells were detected at the bone-implant interface (black arrows). **G.** Li^+^-implant section at 7 days, ASPN immunoreactivity in periosteum, bone depressions and bone marrow cavities (arrows) of the cortical bone. **H.** Li^+^-implant section at 7 days, ASPN-positive osteoblast seams within bone marrow cavities and mesenchymal-like and multinucleated cells located at the PLGA-bone interface (black arrows). Occasional multinucleated cells that displayed lower immunoreactivity were observed at the interface (white arrows). **I.** A similar distribution of ASPN immunoreactivity was detected 28 days post-implantation in a Ctrl-implant section, showing ASPN-positive cells actively migrating into the polymeric remnants (black arrows). All sections (A-I) were counterstained with hematoxylin, control sections with isotype staining were used (data not shown). B  =  bone; P = denotes the location of the (removed) PLGA implant, *  =  indicates the PLGA remnants, BM  =  bone marrow. No qualitative or quantitative histological differences were detected between Li^+^ and Ctrl.

### Histomorphometry, histology and immunohistochemistry

Histomorphometry of HE-stained sections revealed no significant differences in bone area (BA) between Li^+^ and Ctrl groups at any time point (Fig. 6A, exam areas see Fig. 6B). On the other hand, a significant decrease in BA over time was demonstrated for both groups; Li^+^ 7 days 35.58%±4.20% vs. 28 days; 23.53%±4.29% (p = 0.0003) and Ctrl 7 days 32.51%±6.15% vs. 28 days 21.89%±6.52% (p = 0.008) (Fig. 6A). The spatial locations of periostin and calcitonin receptors were studied in decalcified paraffin-embedded sections of the tissue defect, 7 and 28 days postoperatively. Periostin-positive cells were distributed throughout the regenerated tissue and osteoblast bone-lining cells were strongly stained for periostin. Positive staining for the calcitonin receptor was observed at 7 days, on both mono- and multinucleated cells localized at osteoblast seams on the bony surfaces facing the bone marrow and at the bone-implant interface. Similar patterns were detected 28 days postoperatively. No qualitative or quantitative histological differences were observed between the implant groups (Fig. 7A-F).

**Figure 6:**
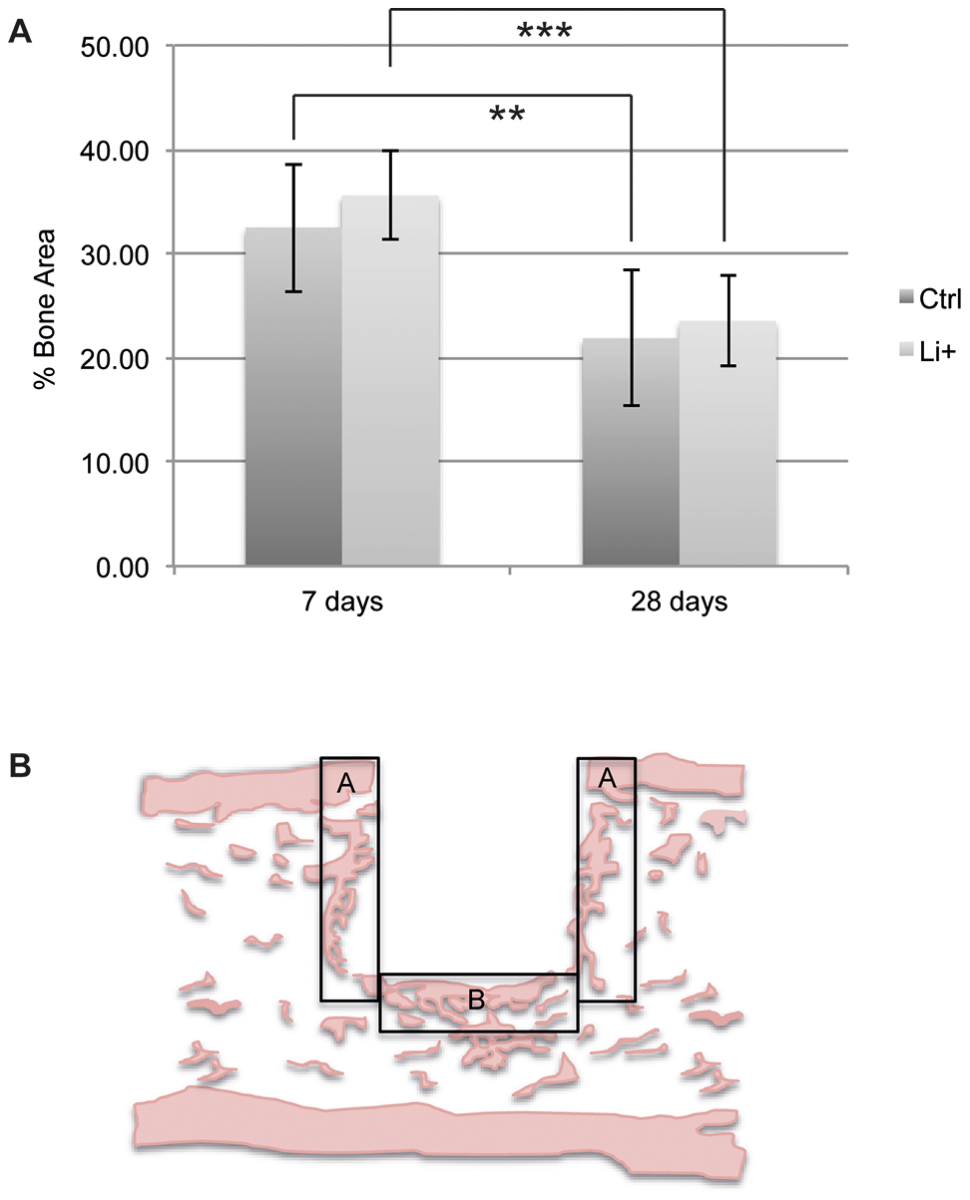
Total bone area around PLGA implants. Histomorphometry. **A.** Total bone area (BA) (%) after 7 and 28 days. The diagram shows mean values and standard deviations. An independent samples T-test was used to compare day 28 vs. 7 for Li^+^ and Ctrl respectively (n = 6–7, * p<0.05, ** p<0.01, ***p<0.001). **B.** Examination areas (A and B) of histological samples.

**Figure 7:**
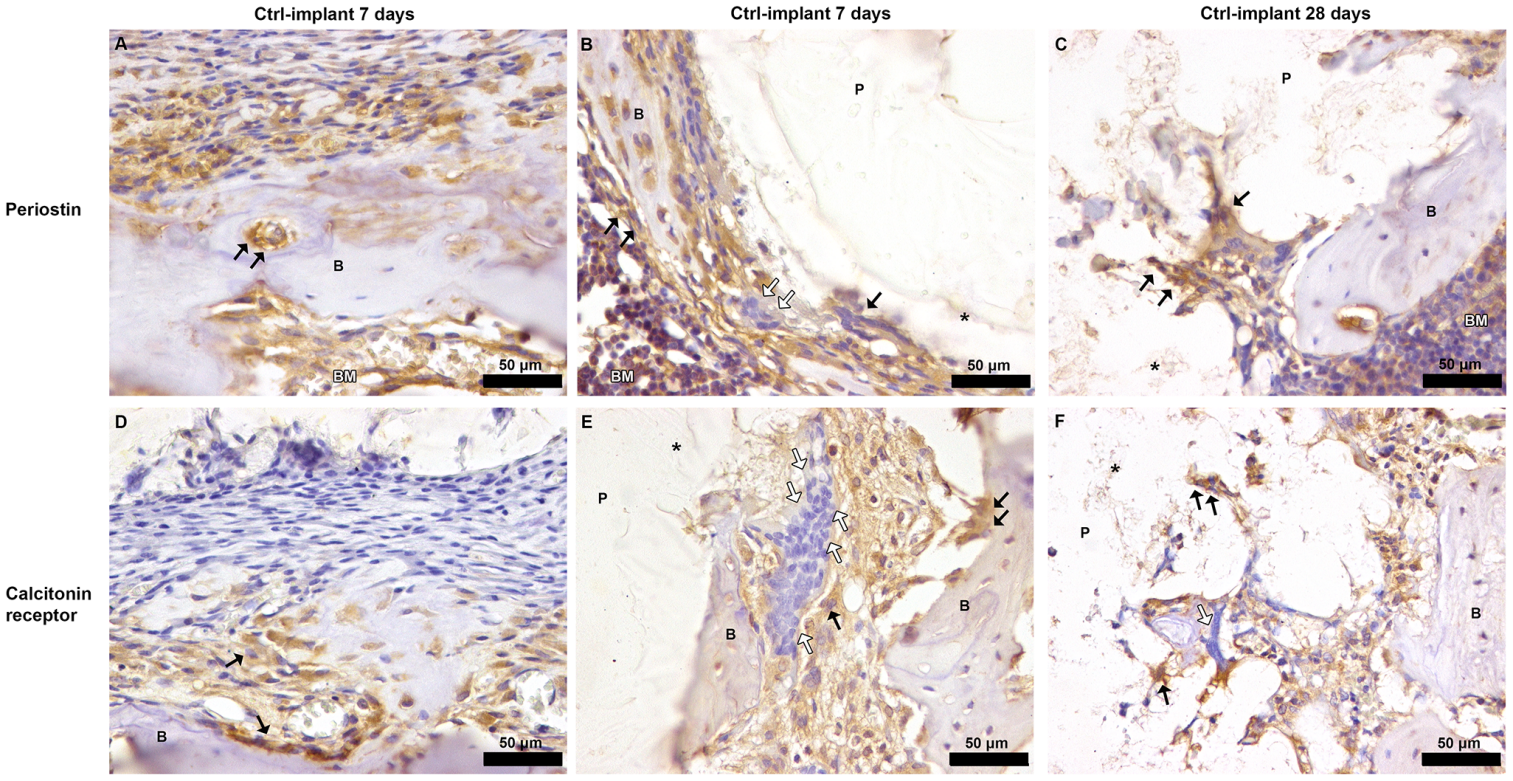
Spatial localization of periostin and calcitonin receptor in decalcified bone-Ctrl implant sections, 7 and 28 days postoperatively. Staining with antibodies against periostin and calcitonin receptors in decalcified paraffin-embedded sections of the bone-implant interface after 7 or 28 days of implantation to rat tibia. **A.** Ctrl-implant section after 7 days, immunoreactivity for periostin was observed over the periosteum and within bone marrow cavities of old cortical bone (arrows). **B.** Periostin-positive cells were distributed throughout the regenerated tissue in Ctrl-implant section 7 days postoperatively. Osteoblast bone lining cells (some indicated by black arrows) were stained strongly for periostin. Immunoreactivity for periostin was observed in mono- and multinucleated cells situated in the close vicinity of the PLGA implant, but occasional less stained multinucleated cells were also observed (white arrows). **C.** A similar distribution of immunohistochemical reaction for periostin was detected after 28 days in a Ctrl-implant section, with cells migrating into the polymeric remnants (arrows). **D.** 7 days postoperatively Ctrl-implant section, immunohistochemical reaction for calcitonin receptor over the inner osteogenic layer of periosteum. **E.** 7 days after implantation Ctrl-implant section, positive staining for the calcitonin receptor was detected on both mono- and multinucleated cells localized preferentially at osteoblast seams and at the bone-implant interface. Osteoclasts and mononuclear precursors stained for the calcitonin receptor are indicated (black arrows). Occasional multinucleated cells negative for calcitonin-receptor immunoreactivity were observed facing the bone-implant interface (white arrows). **F.** A similar distribution of immunohistochemical reaction for calcitonin receptor was detected after 28 days in a Ctrl-implant section, with cells migrating into the polymeric remnants (black arrows). Some multinucleated cells negative for calcitonin receptor are shown (white arrows). All sections (A-F) were counterstained with hematoxylin, control sections with isotype staining was used (data not shown). B  =  bone; P  =  denotes the location of the (removed) PLGA implant, *  =  indicates the PLGA remnants, BM  =  bone marrow. No qualitative or quantitative histological differences were detected between Li^+^ and Ctrl.

## Discussion

The inclusion of Li^+^ in PLGA was obtained by a hot-melt procedure, resulting in the incorporation of 10% (w/w) Li_2_CO_3_/implant. The SEM and TOF-SIMS imaging data demonstrated how the polymer implant transformed in appearance from a dense to a porous morphology with time. The increased porosity was initiated at the surface of the shaft and spread towards the center. The recognized degradation mechanisms of biodegradable polymers are surface or bulk erosions. Bulk erosion is the dominant mechanism, as water penetrates into the matrix and the degradation occurs in the inner parts of the matrix, leading to an equally distributed porosity. For matrices with dimensions below 7 cm, like our implants, the suggested degradation mechanism is bulk erosion[38]. However, our experimental findings, showing increased porosity close to the surface, indicate that surface erosion contributed largely to the erosion of the device. Furthermore, the *in vitro* Li^+^ release rate was almost constant over time, indicating that the release mechanism follows Case II, i.e. water penetration was the rate-limiting factor and not the drug diffusion out from the device. Inside the PLGA matrix, the highly water-soluble Li_2_CO_3_ was distributed in the shape of particles. When the water front reached the Li_2_CO_3_ particles, these dissolved rapidly and Li^+^ diffused out from the matrix, after which the location of the former Li_2_CO_3_ particles turned into water-filled pores. The rate-limiting step for Li^+^ release was therefore the water penetration rate. Simultaneously, the pore formation observed in SEM and TOF-SIMS was also controlled by water penetration. After 28 days of exposure to buffer, about 50% of the Li^+^-salt content was released, and even though highly perforated the implants still held together. In order to obtain a complete PLGA degradation or a larger amount of released salt, the formulation has to be further optimized. The mode of degradation in bone is also expected to be different from that of a fully submerged implant in PBS buffer, because of the uniqueness of the bone environment. However, assuming an equal *in vitro* and *in vivo* release rate, this means that during 28 days, about 2.3 10^−5^ mol Li^+^ was released to the bone environment around the implants.

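Between days 7 and 28, 1622 of 18166 named genes had an unadjusted p under 0.05 from limma in both implant groups, 2162 in Li+ alone and 930 in Ctrl alone (exact McNemar test across genes, which are not independent, p = 1.3e-111). At an adjusted p, 6 genes changed in both groups, 68 in Li+ alone and 22 in Ctrl alone. A2m, Fbln2, Slc7a11 and Slc2a1 are among those that fell in both. Without rats 10 and 23, whose Ctrl arrays stand apart, 2528 named genes passed in both groups at an unadjusted p, 1302 in Li+ alone and 1802 in Ctrl alone (exact McNemar test, p = 2.8e-19). This setting was chosen after the data were seen, and under it more genes passed in Ctrl than in Li+. It also dropped the Li+ arrays of these rats, which are not low in correlation with their groups. The spread between rats, as the median SD over probe sets, was 0.189 in Ctrl and 0.144 in Li+ at day 7, and 0.154 in both at day 28.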

The results of the microarray analysis revealed the largest number of significantly differentially regulated genes within each respective implant group over time and the Li^+^-containing implants induced a somewhat higher total number of regulated genes compared with Ctrl. This is in line with a recent study by Thalji *et al*.[28] and illustrate the complex process of intramembranous bone regeneration; the principal healing route around bone-anchored implants[29]. In a process like this, including an initial inflammatory phase followed by osteogenesis, woven bone formation and finally bone remodeling, it is likely that minor alterations induced by the different implants become hidden in the more powerful process of inherent bone healing, growth and remodeling. The bone regeneration presumably also involves a much larger subset of genes than the different implant groups affect themselves. Moreover, the microarrays generate information about several thousands of genes in a single experiment and it is inevitable that genes with low FC disappear within this context. Nevertheless, we cannot rule out the possibility that gene expression differences demonstrating low FC in fact lead to a significant biological outcome when related to sets of the same genes and participate in the same biological process, as demonstrated in earlier work[39]. When using the specific search criteria (FC≥1.5 or ≤−1.5; p<0.05), a larger number of genes were downregulated rather than upregulated over time. The result demonstrates that the process of bone healing is powerful in the early phases and decreases over time. The result was expected and is in accordance with the results presented by others[29], [30], demonstrating that the early phases of osseointegration (days 4–14) involve a large change in the expression of genes related to proliferation, while immuno/inflammatory responses were most prevalent at day 4 and skeletogenesis-associated genes dominated in the later phase. In contrast to the above, Kojima *et al*. demonstrated that more genes were upregulated during the later time point of healing[32]. When considering the functional clustering with respect to biological functions as a whole, no major overall differences between Li^+^-containing samples and Ctrls were revealed. Both implant groups demonstrated clusters relating to the extracellular matrix organization, inflammatory response, cell migration, blood vessel development and wound healing. These were significantly downregulated over time, as expected. Furthermore, both implant groups showed clusters related to neuron development, differentiation axongenesis and axon guidance. 

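Across the 18166 named genes, the log2 fold changes between days 7 and 28 in Ctrl and Li+ bone had a Pearson correlation of 0.84, and 74.2% of the genes had the same sign. Genes are not independent replicates, and both groups come from the same rats. With disjoint sets of 3 rats per day for each implant, the correlation had a median of 0.556 over 100 draws (0.247 to 0.735), and the covariance one of 0.0283 against 0.0331 with all rats. These draws hold fewer rats as well as different ones, so the drop in correlation is not assigned to the shared rats. Between the Li+ and Ctrl sites at day 7, Dusp1, Klf2 and Zfp36, early response genes that stimulation induces within minutes, had log2 fold changes of -0.25, -0.23 and -0.22 and were lower in 6 of 6 rats. Without rat 10 those of Dusp1 and Klf2 were -0.16 and -0.15. Of 20 such genes, 15 were lower, with a median of -0.099 (camera, adjusted p = 0.000797, or adjusted p = 0.996 with an estimated correlation). The change over time of these genes was higher in Li+ than in Ctrl for 19 of 20, with a median difference of 0.17 (camera, adjusted p = 0.000722, or adjusted p = 0.9745 with an estimated correlation). The osteocyte genes, 10 in number and with Sost, an inhibitor of Wnt signaling, at 0.22 and Phex, a regulator of phosphate, at 0.45, had a median of 0.12 at day 7 (camera, adjusted p = 0.0500, or adjusted p = 0.996 with an estimated correlation). Without rat 10 the value of Phex was 0.18. In the difference between the time courses their median was -0.14 (camera, adjusted p = 0.036, or adjusted p = 0.9745 with an estimated correlation), with Mepe at -0.73 and Sost at -0.49. At day 7 the 15 erythroid genes had a median of 0.11 (camera, adjusted p = 0.0476) and the 19 neutrophil genes of -0.072 (camera, adjusted p = 0.0500), each with an adjusted p = 0.996 with an estimated correlation. At day 28 the 22 genes of macrophages and giant cells had a median of 0.075 (camera, adjusted p = 0.00819, or adjusted p = 0.924 with an estimated correlation), with Trem2, a lipid receptor of macrophages, at 0.37 and Lgals3, galectin 3, at 0.20. The T cell and NK cell genes had a median of -0.045 (camera, adjusted p = 0.00819, or adjusted p = 0.715 with an estimated correlation), with Cd8a at -0.15. In the difference between the time courses the 15 adipocyte genes had a median of -0.19 (camera, adjusted p = 0.036, or adjusted p = 0.9745 with an estimated correlation), with Adipoq, adiponectin, at -0.36 (-0.21 without rat 4). With axon guidance and neuron genes at day 28, these were 4 lists called at day 7, 4 at day 28 and 3 in the difference, of 31 tested in each. When the arrays were split in other ways, at least as many lists were called in 30 of 32, 29 of 32 and 94 of 100 splits. These calls therefore do not set the implants apart. Without rats 23, 27 and 29, a setting chosen after the data were seen, the calls of macrophages, T cells and axon guidance at day 28 ended (adjusted p = 0.206, 0.206 and 0.712) and so did that of osteocytes in the difference (adjusted p = 0.323). Other lists became called in this setting, so that more were called at day 28 and in the difference than with all rats.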

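Of 66 measured genes of axon guidance, 16 fell and 1 rose in Li+ bone over time when adjusted over the list alone (median log2 fold change -0.15; camera, adjusted p = 2.5e-08, or adjusted p = 0.261 with an estimated correlation). In Ctrl, 3 fell and 0 rose (median -0.15; camera, adjusted p = 6.0e-06, or adjusted p = 0.317 with an estimated correlation). With rats 10 and 23 left out, a setting chosen after the data were seen, 14 fell in Ctrl and 16 in Li+. Sema3c, a secreted semaphorin, had log2 fold changes of -1.14 in Li+ and -1.30 in Ctrl, and the Slit receptors Robo1 and Robo2 of -0.68 and -0.65 in Li+. Sema3a, a semaphorin that repels axons and is also made by bone cells, stood at -0.80 in Ctrl. The 14 measured genes of neurons themselves did not stand apart from the other genes over time in Li+ (median -0.018; camera, adjusted p = 0.144) or in Ctrl (median 0.015, mean -0.017; camera, downward, adjusted p = 0.872). None of them passed in limma when adjusted over the list alone (0, with 3 at an unadjusted p in Li+ and 4 in Ctrl, among them the tubulin Tubb3 at -0.26 and the neurofilament Nefl at 0.17). Of 13 Schwann cell genes, 1 fell at an adjusted p in Li+, the neuregulin receptor Erbb3, with a log2 fold change of -0.61 (standard error 0.107, adjusted p = 0.0463); 1 rose and 1 fell when adjusted over the list alone (median 0.029, mean -0.038; camera, downward, adjusted p = 0.804). In Ctrl 2 of them fell when adjusted over the list alone (median 0.016, mean -0.060; camera, downward, adjusted p = 0.586), with Erbb3 at -0.57. Between the Li+ and Ctrl sites at day 28, the axon guidance genes had a median of -0.021 (camera, adjusted p = 0.0266, or adjusted p = 0.924 with an estimated correlation) and the neuron genes of -0.042 (camera, adjusted p = 0.011, or adjusted p = 0.548 with an estimated correlation), with Elavl4, a neuronal RNA-binding protein, at -0.18 and lower in 6 of 6 rats. Without rats 23, 27 and 29, 0 genes of axon guidance passed in limma when adjusted over the list alone in either group. The medians were then -0.17 in both groups, no smaller than with all rats, with 14 genes lower in Ctrl and 15 in Li+ at an unadjusted p. The adjusted call of Erbb3 ended in 9 of 12 fits that left out 1 rat.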

Interestingly, these clusters contained a larger number of genes (Li^+^ 36; Ctrl 25) than skeletogenesis-related genes (Li^+^ 8; Ctrl 12), a surprising finding. Similar results were recently published by Ivanovski *et al*.[30], who demonstrated an over-expression of neurogenesis-associated genes at day 14. These findings indicate the formation of neurogenic tissue during the osseointegration process. Apart from the regeneration of nerve fibers, the role of the neurogenesis-associated genes during osseointegration is not fully understood. However, few studies have examined a regulatory connection between the central nervous system and bone remodeling and it is known that leptin regulates bone formation via the central nervous system[40], [41]. However, this requires far more investigation. Further, the Ctrl specimens demonstrated clusters related to the skeletal system, bone development and ossification. 

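Of 20 measured cartilage genes, 2 rose and 3 fell over time in Li+ bone and 1 fell in Ctrl bone when adjusted over the list alone. Col2a1, the collagen of cartilage, had a log2 fold change of 0.41 in Li+, where its log2 signal was 7.36 ± 0.21 at day 7 and 7.77 ± 0.21 at day 28 (mean ± SD, n = 6 rats). Sox5, a transcription factor of chondrocytes, stood at 0.25 and Col11a1, a minor fibrillar collagen of cartilage and bone, at -0.82. In each group, 10 of them were higher and 10 lower at day 28. The list did not stand apart from the other genes in Li+ (median -0.0091; camera, adjusted p = 0.802), in Ctrl (median -0.00089; camera, adjusted p = 0.507) or in the difference between the time courses (median 0.029; camera, adjusted p = 0.761). At a p adjusted over all probe sets, 0 of its genes passed in limma, with 3 higher and 4 lower at an unadjusted p in Li+ and 1 higher and 3 lower in Ctrl. Over the list alone, 4 rose and 4 fell in Li+ without rats 10 and 23, and 2 fell without rats 23, 27 and 29, both settings chosen after the data were seen.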

The Li^+^-containing implants also demonstrated clusters related to the skeletal system, but in contrast to the Ctrl, also cartilage development and condensation. Although not supported by the present histological observations, this finding might suggest a more endochondral-like peri-implant healing around Li^+^−containing implants and diverges from the principal route of intramembranous bone regeneration. Only 1 annotation cluster, related to the regulation of cell activation, was significantly upregulated over time for the Ctrl group, whereas 2 annotation clusters (related to hemostasis, wounding, regulation of body fluids and cell activation) were significantly upregulated by the Li^+^ group.

The KEGG pathway analysis revealed 6 pathways that were significantly downregulated over time (day 28 vs. 7) for the Ctrl implants. They included focal adhesion, ECM-receptor interaction, arginin and proline metabolisms and axon guidance. In another study, these pathways were upregulated during the early phase of intramembranous bone regeneration[29], which is in line with our findings. Nine pathways were significantly downregulated over time for the Li^+^ group. In addition to focal adhesion, ECM-receptor interaction, arginin and proline metabolism and axon guidance, pathways related to cancer, involving the Wnt signaling pathway, were also downregulated over time. For the Ctrl group, no pathways were significantly upregulated over time, while the Li^+^ group showed 2 pathways as significantly increased at day 28. This included the hematopoetic cell lineage, which Wise *et al*.[29] claimed was downregulated in the early bone healing phase, and is in line with our result. Due to the above-mentioned pathway analysis indicating that the Wnt signaling pathway was affected over time by Li^+^, specific Wnt-related genes were searched for in the KEGG database. This revealed an increased number of affected Wnt-related genes in the context of Li^+^. Furthermore, according to the KEGG database, 98 genes are associated with the Wnt signaling pathway and our results suggest that 4–9% of the Wnt signaling genes were specifically regulated by Li^+^ (at each time point), while approximately 34% was regulated in the Li^+^ group and 22% in the Ctrl group over time. This is regarded as a considerable proportion of affected genes within the same biological process. 

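Among the Wnt genes at an unadjusted p under 0.05 from limma, Sfrp5 in Ctrl had the largest change over time, 2-fold, and Dkk1 in Li+, 1.98-fold. The median size was 1.24-fold over the 24 genes of Ctrl and 1.16-fold over the 36 genes of Li+, and 22 and 34 of these lay under 1.5-fold. Between Li+ and Ctrl, the 2 genes of day 7 lay at 1.116-fold and 1.124-fold and the 4 genes of day 28 between 1.1-fold and 1.26-fold, with Sfrp5 at the upper end. Its log2 fold change of 0.34 was 0.19 without rat 28. As a mean over the 134 genes relative to all arrays, the Wnt list stood at 0.019 ± 0.043 in Ctrl and 0.020 ± 0.037 in Li+ at day 7, and at -0.018 ± 0.041 and -0.020 ± 0.035 at day 28 (SD, n = 6 rats).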

The Wnt-specific genes showed an overall low FC. However and as discussed above, the Wnt cascade is a well-conserved, essential pathway in osteogenesis and it is recognized that even subtle changes in amplitude and the duration of numerous Wnt-related markers might regulate the entire pathway[9]. Moreover, a low FC may therefore result in a significant biological outcome and this is regarded as a valuable data outcome from the present study. Taken together, this also illustrates the importance of small alterations in gene expression. Both activators and inhibitors of the Wnt pathway were significantly affected over time. β-catenin is a well-documented key mediator of the Wnt signaling pathway[42], [43] and, interestingly, the β-catenin interaction protein, a negative regulator of the Wnt signaling pathway[44], was downregulated for Li^+^ compared with Ctrl, 7 days post-surgery. Further, in our study, β-catenin was downregulated over time by Li^+^, but it was not affected in the Ctrl group, indicating an increased activity in the Wnt signaling pathway by Li^+^ during the early stages of osseointegration and reduced activity in later stages. Our result is also in line with earlier studies demonstrating enhanced Wnt signaling during the early phase of bone regeneration[29], [30]. Other signs of an affected Wnt signaling pathway in bone around Li^+^ implants was demonstrated by the significant increase in the gene expression of *FOSL1* at 7 days post-implantation, compared with Ctrl. FOSL1, also called FRA-1, which is part of the transcription factor, activator protein-1 (AP-1), is a downstream target gene of canonical Wnt signaling[45], thus demonstrating an active signaling pathway around Li^+^ containing specimens. FRA-1 positively regulates the bone-forming activity of osteoblasts and is active during osteoclast differentiation. It has been suggested that ectopic expression induces bone formation and osteosclerosis[46], [47]. Heo *et al*. reported an increase in *FRA-1* gene expression in cells stimulated with Li^+^ [48], a result supported by our data. Moreover, we have previously demonstrated a significant increase in this gene expression in osteoarthritic (OA) cartilage[49]. This is important, as an increase in subchondral plate thickness is a characteristic of OA pathogenesis and underlines the essential function performed by FOSL1 in bone regeneration.

Li^+^-containing implants displayed at 28 days post-surgery a significant upregulation in *ASPN* gene expression compared with Ctrls. ASPN is a member of the small leucine-rich repeat proteoglycan (SLRP) family (subgroup of the leucine-rich repeat (LRR) superfamily of extracellular matrix proteins) and is recognized as a negative regulator of both early- and late-stage chondrogenesis, with increased expression in OA, and is expressed in periosteum during development[50]. Kalamajski *et al.* have shown that ASPN binds calcium and collagen type 1 and is suggested to be involved in osteoblast-driven biomineralization. An increase in the gene expression of *Osteorix* and *RUNX2* was also reported in relation to ASPN[51]. It has also been suggested that the active canonical Wnt pathway inhibits chondrogenesis and is implicated in the pathogenesis of OA[52], [53]. Moreover, a recent publication reported that sclerostin, an extracellular inhibitor of the canonical Wnt pathway that is primary expressed by osteocytes and binds to LRP5/6[54], [55], interacts with ASPN[56]. We speculate that the significant increase in *ASPN* gene expression around Li^+^ implants at 28 days post-implantation is somehow related to an active Wnt signaling caused by the locally released Li^+^, or suggests a connection between Wnt signaling and ASPN expression. The distribution of β-catenin, FOSL1 and ASPN in bone was investigated using IHC. Unfortunately, some of the sections were of inferior sample quality due to artifacts created during sample preparation and it was therefore not possible to perform meaningful comparisons at the actual interface between PLGA and bone. However, positive stainings for these markers were shown in periosteum and bone marrow cavities. Immunoreactivity for β-catenin, FOSL and ASPN was also observed in cells actively migrating into the polymeric remnants, thus demonstrating that the expressions of these markers were located within tissues with osteoblast progenitor cells and in areas with active woven bone formation. Moreover, multinucleated cells at the bone-implant interface were occasionally negatively stained for these markers. However, in order fully to investigate potential differences in protein expression in the vicinity of the implants, additional techniques for quantitative analyses will be needed (e.g. proteomics or western blot) and the precise role of these genes in the modulation of peri-implant healing requires further examination. In addition to the distribution and expression of β-catenin, FOSL1 and ASPN, the histomorphometric analysis demonstrated a significant decrease in bone area for both implant types over time. This may be a result of the mild inflammatory response that could be induced by small PLGA particles (de-attached during the implantation process) and/or degradation products over time[57], [58], although further evaluation is needed. Activated macrophages and a foreign-body reaction towards biomaterials is known to secrete a wide range of cytokines[59] that are regarded as osteoclastogenic[60], thereby possibly affecting bone resorption in the vicinity of implants. Further, both osteoblastic activity and the number of macrophages and giant cells have been studied in the context of PLGA[23]. These results were supported by the present histological evaluation showing the occasional presence of multinucleated giant cells within the space between bone and PLGA remnants. In order to further investigate the spatial localization of different cell types in the close vicinity of the polymeric implants, the expression of periostin, involved in the early stages of osteoblast differentiation[61], and the calcitonin receptor, expressed on osteoclasts[62], were visualized by IHC. Positive stainings were observed at both time points for both markers, although no qualitative or quantitative evaluation over time was possible (due to inferior sample quality). Periostin-positive cells were distributed throughout the regenerated tissue and multinucleated cells positive for the calcitonin receptor were observed at the bone-implant interface. Occasionally, periostin- and calcitonin receptor-negative multinucleated giant cells were observed in the close vicinity of the polymer implants. The absence of these and the abovementioned markers, as well as the localization of these cells, likely indicate foreign-body-reaction-associated giant cells and/or alternatively inflammation-associated cells. Some of the most downregulated inflammation related genes over time for both groups revealed in the microarray analysis were *A2M* and *CCL7*, whereas *CXCL2* was downregulated only in the Ctrl group. A2M is a protease inhibitor known to exert a key role in the immune system although its mechanisms are not completely understood. It is associated with tissue destruction in periodontitis and is suggested to inhibit inflammation and to suppress proliferation of microorganisms[63]. A2M is also implicated in cartilage degradation, it is known to interact with the osteogenic growth peptide, osteoprotegerin (OPG), and suggested to inhibit BMP-1[64]. Analysis of proteins bound to different biomaterial surfaces recently identified A2M resorbed on PLGA [65]. Earlier studies with biomaterials with this pre-adsorbed protein facilitate macrophage fusion and formation of foreign body giant cells[66]. The progression of inflammation and foreign body response involves the migration of monocytes and macrophages to the site of implantation, which is guided by chemokines and other chemoattractants. The *CCL7* gene encodes the monocyte chemotactic protein 3 (MCP-3), a chemokine implicated as a key mediator of pro-inflammatory pathways, recognized to activate leukocytes and to attract monocytes/macrophages during inflammation[59]. CCL7 has further been identified as a MSC homing factor in cardiac tissue[67], a function of the chemokine that Shinohara *et al*. also recently have suggested to participate in bone repair[68]. CXCL2 (also known as MIP-2) is involved in recruitment of monocytes and macrophages into inflamed tissues by bone marrow MSCs[69], and both mast cells and macrophages are known to secrete this chemokine that also acts as a neutrophil chemoattractant during tissue inflammation[70]. Chemokines are believed to play important functions in several aspects of bone metabolism including for instance recruitment of leukocytes and osteoclast maturation, and recently CXCL2 was observed to be upregulated at fracture sites of diabetic mice[71]. However, despite that the functional cluster analysis demonstrated a slight change in enrichment score between Li^+^ and Ctrl implants with respect to the inflammatory response and the above-mentioned genes, no qualitative histological differences were detected and further evaluation is required.

Taken together, our results demonstrated a large number of genes as regulated over time, and with a large subset of Wnt-related markers involved. Although the significantly increased expression of the Wnt-associated genes, *FOSL1* and *ASPN*, was related to Li^+^, no obvious effect of an activated Wnt pathway in the context of increased bone regeneration was observed. We want to stress here that this observation was made for a bioresorbable material, PLGA with and without added Li^+^, and may be different for different biomaterials. On the other hand and very interestingly, both implant groups showed a significant decrease in bone area over time. This might reflect a sustained mild inflammatory response caused by PLGA degradation products. Our data provide a basis for further studies of the function of Wnt-related genes in peri-implant healing around polymeric implants and the modulatory effect of Li^+^, although further progress will be required to optimize Li^+^ administration for a local therapeutic effect.

## Conclusions

In the present study, Li^+^ was successfully released from PLGA implants out to surrounding bone in a sustained release fashion and the gene expression profile during peri-implant healing in a rat tibia model was investigated. Microarray analysis revealed a large number of significantly differentially regulated genes within the 2 implant groups (PLGA with/without Li^+^) over time. The annotation cluster analysis demonstrated, for both implant groups, skeletal system morphogenesis/development and, surprisingly, the Li^+^-containing implants were also related to cartilage development and condensation as well as to the Wnt signaling pathway. Li^+^ appears not to be a strong inducer of early bone growth around PLGA implants although the qPCR analysis demonstrated that Li^+^ activated the Wnt signaling pathway at 7 days post-surgery, as demonstrated by a significant increase in *FOSL1* expression. A possible impact on the Wnt signaling pathway via *ASPN* expression was observed at 28 days post-surgery. The decrease in bone area that was observed around both implant groups may to some extent be explained by the presence of multinucleated cells, possibly caused by the polymeric degradation products. The collected data indicate that Li^+^ is a mild bone growth modulator in the context of bone-anchored implants and the Wnt signaling pathway when administered locally in the present dose and during the time frame of the study, up to 28 days.

## Supporting Information

Table S1 **List of all differentially regulated genes between Li^+^ day 7 vs. Ctrl (p< 0.05, no specific fold change (FC) limit).** Genes with a positive FC indicate genes upregulated in Li^+^ and negative FC values indicates downregulated genes.
(XLSX)

Table S2 **List of all differentially regulated genes between Li^+^ day 28 vs. Ctrl (p<0.05, no specific fold change (FC) limit).** Genes with a positive FC indicate genes upregulated in Li^+^ and negative FC values indicates downregulated genes.
(XLSX)

Table S3 **List of all differentially regulated genes between Ctrl day 28 vs. 7 (p<0.05, no specific fold change (FC) limit).** Genes with a positive FC indicate genes upregulated at 28 days and negative FC values indicates downregulated genes.
(XLSX)

Table S4 **List of all differentially regulated genes between Li^+^ day 28 vs. 7 (p<0.05, no specific fold change (FC) limit).** Genes with a positive FC indicate genes upregulated at 28 days and negative FC values indicates downregulated genes.
(XLSX)

Table S5 **Top 10 results of functional annotation clustering of genes downregulated in Li^+^ day 28 vs. 7.** Enrichm. Score: the geometric mean (in -log scale) of member's p-values of the corresponding annotation cluster. Genes: total number of different genes within a functional annotation cluster. In parenthesis: number of genes and fold enrichment of the functional term. Only genes that displayed P<0.05, FC≥1.5 or ≤−1.5 were used as input.
(XLSX)

Table S6 **Results of functional annotation clustering of genes upregulated in Li^+^ day 28 vs. 7.** Enrichm. Score: the geometric mean (in -log scale) of member's p-values of the corresponding annotation cluster. Genes: total number of different genes within a functional annotation cluster. In parenthesis: number of genes and fold enrichment of the functional term. Only genes that displayed P<0.05, FC≥1.5 or ≤−1.5 were used as input.
(XLSX)

Table S7 **Top 10 results of functional annotation clustering of genes downregulated in Ctrl day 28 vs. 7.** Enrichm. Score: the geometric mean (in -log scale) of member's p-values of the corresponding annotation cluster. Genes: total number of different genes within a functional annotation cluster. In parenthesis: number of genes and fold enrichment of the functional term. Only genes that displayed P<0.05, FC≥1.5 or ≤−1.5 were used as input.
(XLSX)

Table S8 **Results of functional annotation clustering of genes upregulated in Ctrl day 28 vs. 7.** Enrichm. Score: the geometric mean (in -log scale) of member's p-values of the corresponding annotation cluster. Genes: total number of different genes within a functional annotation cluster. In parenthesis: number of genes and fold enrichment of the functional term. Only genes that displayed P<0.05, FC≥1.5 or ≤−1.5 were used as input list.
(XLSX)

Table S9 **List of all differentially regulated Wnt genes between Li^+^ day 7 vs. Ctrl.** P<0.05, no specific fold change (FC) limit. Genes with a positive FC indicate genes upregulated in Li^+^ and negative FC values indicate downregulated genes.
(XLSX)

Table S10 **List of all differentially regulated Wnt genes between Li^+^ day 28 vs. Ctrl.** P<0.05, no specific fold change (FC) limit. Genes with a positive FC indicate genes upregulated in Li^+^ and negative FC values indicate downregulated genes.
(XLSX)

Table S11 **List of all differentially regulated Wnt genes between Li+ day 28 vs. 7.** P<0.05, no specific fold change (FC) limit. Genes with a positive FC indicate genes upregulated at 28 days and negative FC values indicate downregulated genes.
(XLSX)

Table S12 **List of all differentially regulated Wnt genes between Ctrl day 28 vs. 7.** P<0.05, no specific fold change (FC) limit. Genes with a positive FC indicate genes upregulated at 28 days and negative FC values indicate downregulated genes.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

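Gene expression was measured in peri-implant bone of rat tibia at days 7 and 28 after surgery, in 12 rats with 1 array from a Li+ site and 1 from a Ctrl site of each. The deposited table holds 24 arrays, 6 for each implant and day, and 0 of its columns could not be mapped to a sample. At day 7 the arrays come from rats 4, 5, 7, 10, 11 and 15 and at day 28 from rats 21, 23, 27, 28, 29 and 30. Each sample was hybridized to its own Affymetrix Rat Gene 2.0 ST array. The deposited values are log2 signals per probe set, which the authors had background corrected, quantile normalized between arrays and summarized by RMA in the Affymetrix Expression Console, as the Methods and the labels state. The raw arrays were not used and the values were not normalized again. No hybridization date or batch is given, so none could be tested.

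The paper's text names an unpaired and a paired test but no table that pairs the arrays. The array numbers were therefore checked against the values. After the mean of each group was removed, the 2 arrays with the same rat number correlated across probe sets with a median of 0.480 over 12 rats (0.121 to 0.754, all 12 over 0.1), and 60 pairs of arrays from different rats of the same day with a median of -0.0864 (-0.471 to 0.370). The same number was taken as the same animal, and the correlation within rats estimated by duplicateCorrelation over all probe sets was 0.250.

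The 190 Affymetrix control probe sets were left out and the other 36495 were tested without a filter on signal. Gene symbols come from the platform's annotation and were brought up to date through Entrez identifiers against the annotation of the rat assembly GRCr8, in which 18394 probe sets were found and 0 symbols changed. A single symbol is carried by 18511 probe sets, several symbols by 575 and no symbol by 17409. For a gene with several probe sets, the one with the highest mean over the 24 arrays stands for it, which gave 18166 named genes. No coordinates are printed.

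Tests were run in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), and figures were drawn in python 3.11.15 with matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6. Li+ was compared with Ctrl on the 12 arrays of a day with the rat as a fixed block. Day 28 was compared with day 7 on the 12 arrays of an implant without a block, since the days hold different rats. The difference between the time courses was tested as an interaction on all 24 arrays with the rat as a fixed block. p-values were adjusted by Benjamini-Hochberg over all probe sets tested, at a threshold of 0.05, and the study's search criterion of 1.5-fold was applied at an unadjusted p under 0.05. Exact permutation tests flipped the sign of the 6 differences within rats, or regrouped the 6 rats of each day, and were two-sided.

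Before the data were examined, 31 gene lists of pathways and cell types, the rule for the genes named and the alternative settings were fixed. The values in the study's own tables, which come from the same samples, had been seen by then, and several lists follow their pathways or genes. The genes named are those that the study names, the 12 largest rises and 12 largest falls between days at an adjusted p, the 10 smallest p between Li+ and Ctrl and in the difference between the time courses among probe sets above the median signal, and up to 4 genes of each list described. Which lists are described between Li+ and Ctrl and in the difference was settled after the camera results had been seen, together with the osteoblast, inflammatory and Wnt lists. The lists were compared with all other named genes by camera at a preset correlation of 0.01, adjusted over the 31 lists, and again with the correlation estimated from the arrays, under which 0 lists passed in any comparison. Lists chosen by the study on these samples are marked as such. GO and KEGG tables were not at hand, so these lists stand in for the study's annotation clusters and pathways. A list's score on an array is the mean of its genes' log2 signals after each gene's mean over the 24 arrays was subtracted.

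The procedure was tested on simulated data with 100 changed probe sets at each of the sizes below among 36495. A further list of probe sets was moved for camera and not counted as unchanged. The spread of each probe set was taken from these arrays, pooled over the groups. Probe sets were drawn independently, without correlation between genes, arrays that stand apart or a separate spread for each group. The rates below hold for such data and may not hold for these arrays. At a change of 0.585 on the log2 scale, the adjusted threshold of limma recovered 68% for Li+ against Ctrl at day 7, 59% at day 28, 74% over time in Ctrl, 61% over time in Li+ and 57% for the difference between the time courses. At a change of 1 it recovered 94%, 91%, 92%, 94% and 85%. Of the unchanged probe sets it called 4, 10, 6, 10 and 7. A list that was not moved had an unadjusted p from camera of 0.845, 0.451, 0.322, 0.0165 and 0.492, so that it passed 0.05 for the time course of Li+.

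The alternatives tried were the test named in the Methods (a paired test for Li+ against Ctrl, an unpaired one with equal variance between days), Welch's version of it, values centered on each array's median, only probe sets above the median signal, only probe sets with a gene symbol, no replicate block, all 24 arrays in one fit with the rat as a fixed block or as a random block, array weights, eBayes with trend and robust options, camera with an estimated correlation, other thresholds and probe sets for the Wnt genes, and leaving out each rat in turn. Fits without rats 10 and 23, fits without rats 23, 27 and 29, and fold changes as ratios of means of unlogged values were added after the data had been seen. The fits without these rats drop both arrays of a rat, also the one that gave no reason for it. Calls lost in them may therefore reflect fewer arrays. Other splits of the arrays were fitted in the same way, all 32 that exist for Li+ against Ctrl within rats and 100 drawn for the comparisons over time and for the difference. Precision is limited by the number of arrays, with a median SD between rats over probe sets of 0.189 and 0.144 log2 units at day 7 in Ctrl and Li+, and 0.154 at day 28 in both. The tables of changes over time in the supplement are held only in part. All of the rows at hand, 1996 for Ctrl and 1997 for Li+, had the same direction here. An unadjusted p under 0.05 from limma was reached by 1428 and 1855 of them. For Li+ against Ctrl, where the tables are complete, it was reached by 462 of 1042 rows at day 7 and 660 of 1348 at day 28. The test of the Methods gave 758 and 999. These rows were chosen on the same samples. The qPCR, histology and release data are not in the deposited table and were not analysed.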

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

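The tests of skeletal muscle and of the share of marrow cells, the fits without rats 10 and 23 and the fits without rats 23, 27 and 29 were chosen only after the result they address was seen. In 176 groups of 6 arrays, each the scores of a list, the signals of a gene or a property of the arrays in one implant group on one day, an array was called apart by Dixon's test at the 95% level. This held for 15 groups, where chance, at 1 in 20, gives 8.8.

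More probe sets changed between days with Li+ than in Ctrl, 5873 against 4145 at an unadjusted p, a ratio of 1.42. The tables argue against a broad change of the time course by lithium as the source of the excess, since the interaction gave 1320 probe sets at an unadjusted p and 80 of 100 splits of the rats gave as many or more (highest 4340). The Ctrl array of rat 10 at day 7 has a mean correlation of 0.979 with the others of its group (which lie between 0.986 and 0.989) and a median log2 signal of 7.231 (others 7.30 to 7.31), and the Ctrl array of rat 23 at day 28 has a mean correlation of 0.9826. Without rats 10 and 23 the order turned, with 6016 probe sets in Li+ and 6745 in Ctrl, a ratio of Ctrl to Li+ of 1.121, so that a wider spread from these arrays may account for the lower Ctrl count. Leaving out rat 28 instead gave 7127 in Li+, so the count depends on single rats in both groups, and an effect of lithium too small for the interaction test stays open.

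Skeletal muscle genes were high on 3 arrays of day 28, with scores of 4.218 in Ctrl rat 23, 3.776 in Li+ rat 27 and 2.317 in Ctrl rat 29, where the other 21 arrays lie between -0.696 and 0.318. The tables argue against a property of the rat, since 0 of the 3 partner sites exceeded the highest of the other 18 arrays (partners -0.524 to -0.354). Muscle tissue collected with the bone is a candidate explanation: 28 further measured muscle genes that are not in the list were higher on the same arrays by medians of 4.09, 3.19 and 1.626, against -0.0994 to 0.309 on the others. On these arrays Acta1 had log2 signals of 13.1, 12.8 and 11.7 against 7.53 to 9.07 elsewhere, and Ckm 13, 12.52 and 11.35 against 7.21 to 8.99. Without these rats 1 probe set passed an adjusted p over time in each implant group, while the median log2 fold change of the matrix genes was -0.56 in Ctrl and -0.51 with Li+ (-0.60 and -0.61 with all rats). The partner sites, which are not high in muscle genes, were dropped as well, so the lost calls may reflect fewer arrays. A difference in muscle regeneration between sites was not tested.

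Most genes of bone matrix were lower at day 28 than at day 7, and most genes of platelets and B cells higher, in both implant groups. As many lists were called by camera in 7 of 100 drawn splits in Ctrl and 11 of 100 in Li+, so chance is not excluded. The mean change in Ctrl was 0.577 for megakaryocyte genes and 0.125 for neutrophil genes, a difference of 0.4518 (exact permutation test, p = 0.0108, 6 rats against 6). In Li+ the means were 0.637 and 0.175, a difference of 0.462 (exact permutation test, p = 0.002165). The neutrophil genes lie at a higher mean log2 signal, 11.5 against 10.18 in Ctrl and 11.46 against 10.19 in Li+. Whether a shared rise gives equal changes at these levels was not tested. The differences therefore do not decide whether a larger share of marrow cells raised all marrow cell types alike. A change in the share or state of single cell types, and in the tissue sampled, stays open and was not tested.

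Single arrays stood apart in other groups. At day 7 in Ctrl, the neutrophil score of rat 4 was -0.6399, the skeletal muscle score of rat 15 was 0.3177 and the log2 signal of Fosl1 in rat 11 was 7.70. At day 7 with Li+, the erythroid score of rat 11 was -0.759. At day 28 in Ctrl, the B cell score of rat 23 was -0.1271, the adipocyte score of rat 28 was 0.7221 and the signal of Sfrp5 in rat 28 was 8.767. At day 28 with Li+, the B cell score of rat 29 was 0.3743, the T cell and NK cell score of rat 23 was 0.2157, the signal of Sfrp5 in rat 28 was 9.835 and that of Cxcl2 in rat 30 was 7.841.

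In data that the paper does not discuss, camera at the preset correlation called 3 lists in the difference between the time courses. They were osteocyte genes (camera, adjusted p = 0.03596), adipocyte genes (adjusted p = 0.03596) and early response genes (adjusted p = 0.0007223), each with an adjusted p = 0.9745 at an estimated correlation. Between Li+ and Ctrl at day 7, 1 probe set without a gene symbol, 17601731, differed (adjusted p = 0.001398 from limma). The lists called were the osteocyte genes (camera, adjusted p = 0.04996), the neutrophil genes (adjusted p = 0.04996), the erythroid genes (adjusted p = 0.04764) and the early response genes (adjusted p = 0.0007967). With an estimated correlation the adjusted p of these lists was 0.996. Between Li+ and Ctrl at day 28, the lists were axon guidance (camera, adjusted p = 0.02658), neurons (adjusted p = 0.01101), macrophages and giant cells (adjusted p = 0.008185) and T cells and NK cells (adjusted p = 0.008185). With an estimated correlation their adjusted p was 0.924, 0.548, 0.924 and 0.715. At least as many lists were called in 94 of 100 splits for the difference, in 30 of 32 at day 7 and in 29 of 32 at day 28. The calls therefore do not set the implants apart.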

How the results depend on the processing

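The results rest on 6 rats for each day, signals that the authors had already normalized, and lists that stand in for the study's pathways. The fits without rats 10 and 23 and those without rats 23, 27 and 29 were added after the data had been seen. For the changes given below the cause was not tested. Of 265 alternative values for 14 counts of probe sets, 198 stayed within 1.5 times the reported count and 67 did not, and of 22 for 5 counts of gene lists 13 stayed and 9 did not. Of 99 for 7 Wnt counts and shares, 70 stayed, 24 moved, 2 turned, 2 passed the threshold and 1 lost it. Of 6395 values for 460 changes of single genes, 5872 kept direction and side of the threshold, 419 lost the threshold, 83 passed it and 21 turned, and of 460 for 155 single lists the numbers were 380, 57, 10 and 13. The counts of 0 probe sets at an adjusted p by limma, for Li+ against Ctrl at day 28 (1577 at an unadjusted p, 1620 by the test of the Methods) and for the difference between the time courses (1320 and 1303), stayed at 0 under each alternative run.

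With the test of the Methods, Li+ against Ctrl at day 7 gave 0 probe sets at an adjusted p in place of 1 by limma (1391 at an unadjusted p), 20 in place of 32 beyond 1.5-fold and 4 Wnt genes in place of 2. At day 28 it gave 12 in place of 31 beyond 1.5-fold and 11 Wnt genes in place of 4. Over time it gave 1 in place of 35 at an adjusted p in Ctrl and 23 in place of 102 with Li+, and the odds ratio of Wnt genes to other genes with Li+ became 1.68 and passed the threshold. Welch's version gave 1 in Ctrl and 0 with Li+ at an adjusted p (5474 at an unadjusted p).

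Among probe sets above the median signal, Li+ against Ctrl at day 7 gave 0 at an adjusted p, 474 in place of 1323 at an unadjusted p and 1 beyond 1.5-fold. At day 28 it gave 763 in place of 1577 and 2 beyond 1.5-fold, and the difference between the time courses gave 495 in place of 1320. Over time 121 passed an adjusted p in Ctrl and 488 with Li+, and the odds ratio of Wnt genes in Ctrl turned to 0.977. The lists called by camera were 8 in place of 4 at day 28 and 5 in place of 3 for the difference. Lists that were not called turned direction, at day 7 canonical Wnt targets and axon guidance (both 0.875), osteoblasts and the study's own Wnt genes (both 0.949), at day 28 chondrocytes (0.717) and hypoxia (0.775), over time in Ctrl adipocytes (0.963), and for the difference canonical Wnt targets (0.912) and chondrocytes (0.833). Among probe sets with a gene symbol, the numbers for Li+ against Ctrl were 0, 527 and 1 at day 7, and 786 and 4 at day 28. The difference gave 542, the adjusted counts over time were 98 in Ctrl and 266 with Li+, and 293 in place of 449 were beyond 1.5-fold with Li+.

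Values centered on each array's median gave 53 at an adjusted p over time in Ctrl. They turned lists that were not called, axon guidance (0.971) and megakaryocytes (0.946) at day 7, hypoxia (0.966) at day 28 and inflammatory genes (0.9897) for the difference, and the log2 fold change of Ctnnbip1 at day 28 from -2.8e-05 to 0.00975. Array weights gave 214 in Ctrl at an adjusted p, and eBayes with trend and robust options 229 with Li+. With an estimated correlation camera called 0 lists in each of the 5 comparisons.

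Without the replicate block that pairs the arrays of a rat, Li+ against Ctrl gave 802 probe sets at an unadjusted p at day 7, 800 at day 28 and 769 for the difference, with 0 Wnt genes at day 7 and 1 at day 28. With all 24 arrays in one fit and the rat as a fixed block, 0 passed an adjusted p at day 7 (1733 at an unadjusted p), and with the rat as a random replicate block 263 passed over time in Ctrl. Adjusted over the list alone, the Wnt genes called were 0 at day 7, 0 at day 28, 5 in Ctrl and 6 with Li+ over time, and adjusted over all probe sets 0 in each, where 2, 4, 24 and 36 passed an unadjusted p by limma and 4, 11, 22 and 42 by the test of the Methods. At an adjusted p the number of Wnt genes changed with Li+ and not in Ctrl became 0. The correlation of 0.84 between the time courses was 0.711 by rank, and 0.556 over disjoint sets of 3 rats per day and implant, which also hold fewer rats (covariance 0.0283 against 0.0331).

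Without rats 10 and 23, Ctrl gave 6745 probe sets at an unadjusted p, 777 beyond 1.5-fold and 37 Wnt genes over time, Li+ gave 11 at an adjusted p, and 15 Wnt genes changed with Li+ alone and 16 in Ctrl alone, in place of 21 and 9. Without rats 23, 27 and 29, the adjusted counts over time were 1 in Ctrl and 1 with Li+, Li+ gave 3246 at an unadjusted p and 21 Wnt genes, day 28 gave 136 beyond 1.5-fold and 2 Wnt genes, and camera called 10 lists at day 28 and 5 for the difference.

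Leaving out single rats moved the count beyond 1.5-fold to between 35 (rat 10) and 65 (rat 15) at day 7 and between 37 (rat 28) and 53 (rat 29) at day 28. The adjusted count over time lay between 1 (rat 21) and 83 (rat 23) in Ctrl and between 3 (rats 4 and 29) and 1019 (rat 28) with Li+. Wnt genes numbered 0 (rats 5 and 10) to 4 (rat 15) at day 7 and 1 (rat 29) to 7 (rat 27) at day 28, and their odds ratio with Li+ over time was 1.08 (rat 7) to 1.62 (rat 23), where it passed the threshold (Fisher's exact test, p = 0.0184). Log2 fold changes that were not called turned sign. At day 7 these were Aspn, -0.37 (rat 15) to 0.17 (rat 4), Ctnnb1, -0.0066 (rat 10) to 0.097 (rat 7), and Phospho1, -0.15 (rat 15) to 0.00096 (rat 10). At day 28 they were Aspn, -0.49 (rat 29) to 0.13 (rat 28), Ctnnb1, -0.024 (rat 27) to 0.016 (rat 29), Ctnnbip1, -0.033 (rat 28) to 0.040 (rat 23), Fosl1, -0.074 (rat 27) to 0.057 (rat 28), and Smpd3, -0.0048 (rat 28) to 0.15 (rat 29). For the difference they were Aspn, -0.45 (rat 29) to 0.21 (rat 15), Cxcl2, -0.092 (rat 7) to 0.75 (rat 11), and Fosl1, -0.14 (rat 27) to 0.00049 (rat 4).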

Differences from the paper's values

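The paper states p under 0.05 and a fold change of at least 1.5 either way, and the counts below use the same thresholds with limma in place of the paper's test.

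For Li+ against Ctrl at day 7, the paper's number of probe sets higher at an unadjusted p is 427 and the value here is 725. Of the alternatives set before the data were examined, centering on each array's median (639) and a fit with no replicate block (415) fall within 1.5 times the paper's value, and the others do not. At the 1.5-fold criterion the paper's total is 3 and the value here is 32, and no alternative comes within 1.5 times; the test of the Methods gave 20, and only probe sets above the median signal, or only those with a gene symbol, gave 1. The paper's 1 higher compares with 21 here, and with 1 among probe sets above the median signal and 1 among those with a gene symbol, while the other alternatives differ. The paper's 2 lower compares with 11 here, with all alternatives differing.

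For Li+ against Ctrl at day 28, the paper's total at the 1.5-fold criterion is 5 and the value here is 31, and only among probe sets with a gene symbol (4) is it within 1.5 times. The paper's 1 higher compares with 23 here, and all alternatives differ, the nearest being 2 above the median signal and 3 with a gene symbol. The paper's 4 lower compares with 8 here, and the test of the Methods (3) is the alternative that does not differ.

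Over time in Ctrl, the paper's number higher at the 1.5-fold criterion is 69 and the value here is 129. Welch's version of the test (101), probe sets above the median signal (73), probe sets with a gene symbol (48) and leaving out rat 4 (102) do not differ by the same measure, and the others do.

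For the Wnt genes, whose list here has 134 measured members where the paper counts 98, the paper's number at day 7 is 4 and the value here is 2, with 4 by the test of the Methods and 4 without rat 15 as the alternatives that do not differ. The paper's 1 higher at day 7 compares with 0 here, with 1 by the test of the Methods and 1 without rat 4. At day 28 the paper's 9 compares with 4 here, and the test of the Methods (11) and leaving out rat 27 (7) do not differ. The paper's 4 higher compares with 1, with 5 by the test of the Methods and 3 by eBayes with trend and robust options, and the paper's 5 lower with 3, with 6 by the test of the Methods and 5 without rat 27. The remaining alternatives differ for each of these counts.

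The paper lists the hematopoietic cell lineage among the pathways that increased over time with Li+, from a search with the upregulated genes alone. Camera asks for a net direction instead, so the values here are of another measure and do not contradict that listing. Of 67 measured genes of this lineage, 10 rose and 9 fell here when adjusted over the list alone (median log2 fold change 0.019; camera, adjusted p = 0.920, or adjusted p = 0.940 with an estimated correlation). The paper states that β-catenin was lower at day 28 with Li+ and was not affected in Ctrl. Here the log2 fold change of Ctnnb1 was -0.25 with Li+ (exact permutation test, p = 0.02814) and -0.19 in Ctrl (p = 0.1255), with a difference between the implants of -0.060 (p = 0.5065). The paper marks Cxcl2 as undetectable over time with Li+, and here its mean log2 signal with Li+ was 8.39 at day 7 and 7.00 at day 28, with a log2 fold change of -1.39 (exact permutation test, p = 0.06494) against -1.67 in Ctrl (p = 0.0303) and a difference of 0.28 (p = 0.6753). For Ctrl the paper's fold change of Cxcl2 is larger than the -3.19 here, by less than the SD between rats, and a ratio of means of unlogged values, a scale chosen after the data had been seen, gives -4.70, which comes closer to it.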

Other observations

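Most genes of the cells that resorb bone, and part of those of the cells embedded in it, fell between days 7 and 28, in lists that the paper does not report; the fits that leave out rats 10 and 23, or rats 23, 27 and 29, were chosen after the data had been seen. Of 13 measured osteoclast genes, 9 fell and 1 rose in Ctrl when adjusted over the list alone (median log2 fold change -0.44; camera, adjusted p = 4.3e-07, or adjusted p = 0.273 with an estimated correlation), and 10 fell with Li+ (median -0.45; camera, adjusted p = 1.4e-05, or adjusted p = 0.321 with an estimated correlation), where 0 fell at this adjustment without rats 10 and 23 and 0 without rats 23, 27 and 29 (7 and 0 at an unadjusted p by limma; medians -0.47 and -0.36). Of 10 osteocyte genes, 2 fell in Ctrl (median -0.19; camera, adjusted p = 0.0205, or adjusted p = 0.400 with an estimated correlation) and 3 with Li+ (median -0.45; camera, adjusted p = 7.2e-05, or adjusted p = 0.321 with an estimated correlation). Phex, an endopeptidase of osteocytes, had a log2 fold change of -1.27 with Li+ (adjusted p = 0.0646) and -0.76 in Ctrl (adjusted p = 0.468). Of 18 genes of hypoxia and glycolysis, 4 fell in Ctrl (median -0.20; camera, adjusted p = 2.1e-05, or adjusted p = 0.273 with an estimated correlation) and 9 with Li+ (median -0.21; camera, adjusted p = 1.4e-06, or adjusted p = 0.261 with an estimated correlation), and without rats 23, 27 and 29 the numbers were 1 and 0 (4 and 5 at an unadjusted p by limma; medians -0.23 and -0.14).

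Lists of dividing and of blood-forming cells were called upward by camera at the preset correlation. All 28 cell cycle genes had positive changes in both implant groups, with medians of 0.23 in Ctrl (camera, adjusted p = 1.6e-08, or adjusted p = 0.317 with an estimated correlation) and 0.25 with Li+ (camera, adjusted p = 1.1e-07, or adjusted p = 0.373 with an estimated correlation), and 9 and 14 passed an unadjusted p. Adjusted over the list alone by limma 0 of them passed in either group, and without rats 10 and 23 these numbers were 28 and 14. All 15 erythroid genes were positive as well, with medians of 0.33 in Ctrl (camera, adjusted p = 3.8e-06, or adjusted p = 0.317 with an estimated correlation) and 0.31 with Li+ (camera, adjusted p = 0.000225, or adjusted p = 0.412 with an estimated correlation), and 5 and 3 of them passed an unadjusted p. Over the list alone 0 passed by limma in either group, and without rats 10 and 23, 15 in Ctrl and 0 with Li+ (4 at an unadjusted p). Of 17 genes of mast cells and basophils, 4 rose in Ctrl (median 0.17; camera, adjusted p = 0.00783, or adjusted p = 0.317 with an estimated correlation), 1 without rats 23, 27 and 29, and 5 rose and 1 fell with Li+ (median 0.28; camera, adjusted p = 0.0172, or adjusted p = 0.371 with an estimated correlation), a call that ended without rats 10 and 23 (adjusted p = 0.1022). With Li+ 0 mast cell genes rose over the list alone without rats 23, 27 and 29 (4 at an unadjusted p by limma; median 0.21). Of 19 neutrophil genes, 3 rose with Li+ (median 0.17; camera, adjusted p = 0.00428, or adjusted p = 0.501 with an estimated correlation), 0 over the list alone without rats 10 and 23 or without rats 23, 27 and 29 (5 and 3 at an unadjusted p by limma; medians 0.21 and 0.14), and in Ctrl the median was 0.12 (camera, adjusted p = 0.0192, or adjusted p = 0.575 with an estimated correlation).

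Of 20 early response genes, 4 fell in Ctrl (median -0.14; camera, adjusted p = 0.00269, or adjusted p = 0.273 with an estimated correlation), 1 without rats 23, 27 and 29 (median -0.16), and with Li+ 2 rose (camera, adjusted p = 0.920, or adjusted p = 0.940 with an estimated correlation). The 16 genes of the response to lithium and inositol were not called in Ctrl (median -0.0071; camera, adjusted p = 0.395) or with Li+ (median -0.040; camera, adjusted p = 0.158), nor were the 15 adipocyte genes in Ctrl (median 0.00091; camera, adjusted p = 0.999) or with Li+ (median -0.18; camera, adjusted p = 0.0828), though the latter were called without rats 10 and 23 (camera, adjusted p = 9.985e-05, or adjusted p = 0.3075 with an estimated correlation) and without rats 23, 27 and 29 (camera, adjusted p = 0.04885, or adjusted p = 0.5163 with an estimated correlation). The 16 skeletal muscle genes had medians of 1.23 in Ctrl (camera, adjusted p = 8.7e-05, or adjusted p = 0.400 with an estimated correlation) and 0.71 with Li+ (camera, adjusted p = 0.0409, or adjusted p = 0.671 with an estimated correlation). Without rats 23, 27 and 29 these medians were -0.11 in both groups (camera, adjusted p = 0.455 in Ctrl, and adjusted p = 0.03509 with Li+, or adjusted p = 0.5122 with an estimated correlation).

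The larger number of Wnt genes that changed over time with Li+ may be the excess seen in all genes. The share called with Li+ was 1.5 times that in Ctrl, where 10000 random lists of 134 named genes gave a median of 1.5 (95% range 1 to 2.36), all named genes gave 1.48 and all probe sets 1.42. Without rats 10 and 23 the ratio over all probe sets was 0.892. Of the Wnt list, 15 genes then passed with Li+ alone, 16 in Ctrl alone and 21 in both. An effect of lithium on single Wnt genes stays open.

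Other splits of the same arrays were used to ask whether chance can be excluded. For Li+ against Ctrl at day 7, 1 of 32 splits, the real one, gave as many probe sets at an adjusted p (1; highest other 0). This rests on a single probe set, 17601731, with a mean log2 signal of 3.68, and the count is 0 by the test of the Methods (1391 at an unadjusted p, 1323 by limma), so chance is left open. It cannot be excluded for the counts at an unadjusted p (25 splits as large; 1323, highest other 3507), beyond 1.5-fold (23; 32, highest other 59), of Wnt genes (19; 2, highest other 19) and of lists (30; 4, highest other 19). At day 28 it cannot be excluded for the counts at an unadjusted p (20; 1577, highest other 3660), beyond 1.5-fold (18; 31, highest other 138), of Wnt genes (16; 4, highest other 9) and of lists (29; 4, highest other 20). Over time in Ctrl, 3 of 100 drawn splits gave as many probe sets at an adjusted p (35, highest other 586). At an unadjusted p it was 4 splits (4145, highest other 6676) and beyond 1.5-fold 4 (418, highest other 652). For Wnt genes it was 5 (24, highest other 35) and for lists 7 (22, highest other 24). With Li+, 2 splits gave as many at an adjusted p (102, highest other 1736). At an unadjusted p it was 2 (5873, highest other 8086) and beyond 1.5-fold 2 (449, highest other 534). For Wnt genes it was 3 (36, highest other 40) and for lists 11 (21, highest other 22). Few splits thus reach most of the counts over time. Shares of 2 to 5 in 100 drawn splits cannot be told apart. They do not set the Wnt genes of Li+ apart from those of Ctrl, and chance is not excluded. For the difference between the time courses it cannot be excluded at an unadjusted p (80; 1320, highest other 4340) or for lists (94; 3, highest other 20). Where the real count at an adjusted p is 0 by limma and by the test of the Methods, at day 28 (1577 and 1620 at an unadjusted p) and for the difference (1320 and 1303), all 32 and all 100 splits are as large by construction (highest other 1 in each), which says nothing about chance. Splits that call several times the real count point to a structure of the samples, and what it is was not tested.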
